# Ythdf2-mediated m^6^A mRNA clearance modulates neural development in mice

**DOI:** 10.1186/s13059-018-1436-y

**Published:** 2018-05-31

**Authors:** Miaomiao Li, Xu Zhao, Wei Wang, Hailing Shi, Qingfei Pan, Zhike Lu, Sonia Peña Perez, Rajikala Suganthan, Chuan He, Magnar Bjørås, Arne Klungland

**Keywords:** Ythdf2, *N*^*6*^-methyladenosine (m^6^A), Neural development, Neurogenesis, mRNA clearance

## Abstract

**Background:**

*N*^*6*^-methyladenosine (m^6^A) modification in mRNAs was recently shown to be dynamically regulated, indicating a pivotal role in multiple developmental processes. Most recently, it was shown that the Mettl3-Mettl14 writer complex of this mark is required for the temporal control of cortical neurogenesis. The m^6^A reader protein Ythdf2 promotes mRNA degradation by recognizing m^6^A and recruiting the mRNA decay machinery.

**Results:**

We show that the conditional depletion of the m^6^A reader protein Ythdf2 in mice causes lethality at late embryonic developmental stages, with embryos characterized by compromised neural development. We demonstrate that neural stem/progenitor cell (NSPC) self-renewal and spatiotemporal generation of neurons and other cell types are severely impacted by the loss of Ythdf2 in embryonic neocortex. Combining in vivo and in vitro assays, we show that the proliferation and differentiation capabilities of NSPCs decrease significantly in *Ythdf2*^*−/−*^ embryos. The *Ythdf2*^*−/−*^ neurons are unable to produce normally functioning neurites, leading to failure in recovery upon reactive oxygen species stimulation. Consistently, expression of genes enriched in neural development pathways is significantly disturbed. Detailed analysis of the m^6^A-methylomes of *Ythdf2*^*−/−*^ NSPCs identifies that the JAK-STAT cascade inhibitory genes contribute to neuroprotection and neurite outgrowths show increased expression and m^6^A enrichment. In agreement with the function of Ythdf2, delayed degradation of neuron differentiation-related m^6^A-containing mRNAs is seen in *Ythdf2*^*−/−*^ NSPCs.

**Conclusions:**

We show that the m^6^A reader protein Ythdf2 modulates neural development by promoting m^6^A-dependent degradation of neural development-related mRNA targets.

**Electronic supplementary material:**

The online version of this article (10.1186/s13059-018-1436-y) contains supplementary material, which is available to authorized users.

## Background

Over the past decade, more than 100 post-transcriptionally modified ribonucleotides have been identified in various types of RNA [1]. Much more recently, epitranscriptomic [2] regulation at the RNA level via reversible RNA methylation has been revealed, beginning from 2011 with the discovery of the reversible potential of *N*^*6*^-methyl-adenosine (m^6^A) in mRNA [3]. As a post-transcriptional epitranscriptomic modification, m^6^A is one of the most abundant modifications in mRNA in eukaryotes [4]. It can be written by the methyltransferase complex (Mettl3, Mettl14, Wtap, and Kiaa1429) [5], erased by demethylases (Fto and Alkbh5) [3, 6], and read by the binding proteins (Ythdf1–3, Ythdc1–2, and Hnrnp family proteins) [7–10].

The reversible/dynamic nature of m^6^A in mRNA and the ability to map this modification transcriptome-wide have led to a tremendous increase in the interest and understanding of the multiple biological roles of the dynamic m^6^A modification [10, 11]. One of the evolutionarily conserved roles of the m^6^A modification is the regulation of meiosis and fertility. This was shown early for the writers of m^6^A in model organisms [12] and also for the mammalian m^6^A eraser Alkbh5 [6] and the m^6^A reader protein Ythdf2 [13]. The depletion of the m^6^A eraser Fto in mammalian cells causes defects in energy homeostasis and adipocyte differentiation [14]. It is worth mentioning that a loss-of-function mutation in the Fto gene causes growth retardation and multiple malformations in humans [15]. The writer Mettl3 is crucial for maintaining mouse stem cell pluripotency, regulating the reprogramming of somatic cells and the circadian rhythm, and targeting of the gene in mouse causes early embryonic lethality [16–20]. The most recent studies in hematopoietic stem/progenitor cells have uncovered the crucial role of Mettl3 in determining cell fates during vertebrate embryogenesis [21, 22]. The m^6^A reader proteins Ythdf1–3 share a set of common mRNA targets and spatiotemporal interplay with each other cooperatively control translation and decay of these common targets in the cytosol [23]. The m^6^A readers Ythdc1 and Hnrnpa2b1 regulate splicing and processing of their mRNA targets [8, 24], while Ythdc2 affects translation efficiency as well as stability of target mRNAs [9].

Recently, mutant models of the mammalian m^6^A readers reveal interesting phenotypes, which again include spermatogenesis [9] and oocyte competence [25]. Moreover, Ythdf2-dependent, m^6^A-modified mRNA clearance was shown to impact the highly regulated maternal-to-zygotic transition (MZT) in zebrafish [7, 13]. In *Drosophila*, m^6^A writer (Ime4, dMettl14) and reader (Yt521-b) mutants exhibit flight defects and poor locomotion due to impaired neuronal functions [26]. Most recently, the m^6^A writer Mettl14 was shown to be required for the temporal control of mammalian cortical neurogenesis [27]. These findings strongly suggest the potential role of m^6^A modification during nervous system development, which might be conserved across species. Many histone and DNA encoded epigenetic mechanisms are uncovered to be conserved in this process. Thus, addressing the role of m^6^A methylation in mRNA will be an exciting new field to explore and will shed new light on neural development.

The m^6^A reader Ythdf2 is essential for oocyte competence and mutation of it causes female infertility [25]. Here we describe the early brain developmental failure of mice lacking Ythdf2 due to failure to regulate neural stem/progenitor cell (NSPC) proliferation and differentiation. During embryonic development, apical progenitor cells in the ventricular zone (VZ) serve as primitive neural stem cells that give rise to both the neuronal and glial lineages directly or produce secondary progenitors, termed the basal progenitor, in the subventricular zone (SVZ) in a precisely regulated spatiotemporal order [28]. In this study, *Ythdf2* knockout embryos displayed delayed cortical neurogenesis. In vivo and in vitro experiments proved that *Ythdf2*-deficient NSPCs display decreased proliferation rates. Furthermore, *Ythdf2*-deficient NSPCs could naturally differentiate to neurons but not glial cells in vitro. However, the properties of differentiated neurons were influenced, seen as less neurite outgrowth and shorter neurites. Removal of *Ythdf2* increased the sensitivity of neurons to reactive oxygen species (ROS) stress and decreased their recovery capability. RNA-seq combined with m^6^A-seq uncovered that the m^6^A-modified mRNAs involved in negative regulation of neural development were up-regulated in *Ythdf2*-deficient NSPCs, in agreement with the function of Ythdf2. The m^6^A-modified mRNA targets, recognized by the Ythdf2 protein in the wild type, were characterized by delayed degradation in *Ythdf2* knockout embryos. Taken together, our findings reveal the critical functions of m^6^A modification and its binding protein Ythdf2 in neural development.

## Results and discussion

### *Ythdf2*^*−/−*^ targeted mice are embryonic lethal

In order to study the biological function of the m^6^A reader Ythdf2, we generated conditional C57BL/6 *Ythdf2* targeted mice with LoxP sites flanking the 5′ UTR and exon 1 of the endogenous *Ythdf2* locus using CRISPR-Cas9 technology (Fig. 1a). The *Ythdf2*^*+/loxp*^ mice were crossed with mice ubiquitously expressing Cre-recombinase to generate the *Ythdf2*^+/−^ mice. Then to get *Ythdf2*^*−/−*^ mice, we intercrossed heterozygous *Ythdf2*^+/−^ mice. Interestingly, no viable *Ythdf2*^*−/−*^ newborn mice were identified in this particular knockout strain. The ratio of wild-type, hetero-, and homozygous knockout mice was not consistent with the expected 1:2:1 Mendelian ratio. Noteworthy, the number of postnatal *Ythdf2*^+/−^ mice indicated semi-lethality for these mice (Fig. 1b). Furthermore, 34% of *Ythdf2*^+/−^ surviving mice have malfunctioning eyes, with eyelids remaining closed (Additional file 1: Figure S1b). Many factors might contribute to this [29, 30], such as dysfunction of hypothalamic nerve control, but this was not studied further here.

**Fig. 1:**
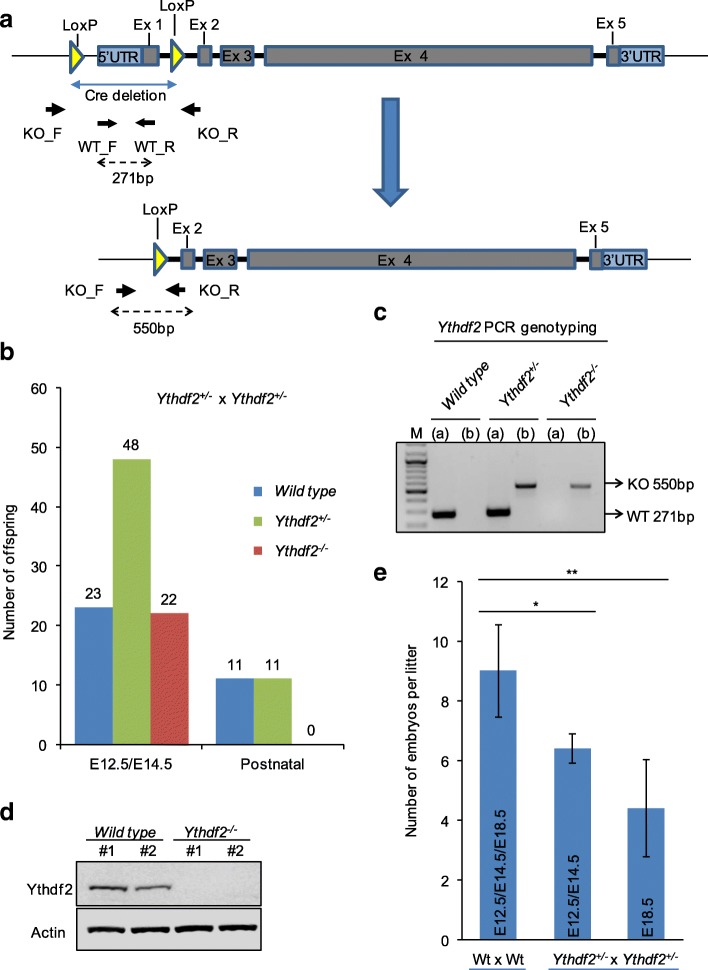
*Ythdf2*^*−/−*^ mice are embryonic lethal. **a** The gene-targeting strategy to disrupt the *Ythdf2* gene in mouse. Conditional *Ythdf2* gene-targeted mouse contains LoxP sites flanking the 5′ UTR and exon 1 of the endogenous *Ythdf2* locus. *WT_F* wild-type forward primer, *WT_R* wild-type reverse primer, *KO_F Ythdf2*^*−/−*^ forward primer, *WT_R Ythdf2*^*−/−*^ reverse primer, *Ex* exon. **b** Numbers of offspring from heterozygous *Ythdf2*^+/−^ intercrosses. The number and genotype of embryos at E12.5/E14.5 and postnatal are indicated. **c** PCR analysis of embryo tail DNA showing a 271-bp wild-type band (*WT*) and a 550-bp targeted band (*KO*) with primers displayed in **a**. **d** Western blot analysis of the Ythdf2 expression in wild-type and *Ythdf2*^*−/−*^ embryos. Two samples for each genotype. Actin was used as loading control. **e** Numbers of embryos per litter at E12.5/E14.5 and E18.5 from wild-type or heterozygous intercrosses. *Error bars* represent mean ± standard deviation, *n* = 7 litters. *P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t*-test

To assess the stage of developmental failure, we collected embryos at E12.5 and E14.5 from heterozygote intercrosses and genotyped them by both PCR with primers flanking and inside the deleted genomic region (Fig. 1a, c) and western blotting with Ythdf2 antibody (Fig. 1d). PCR and western blot analysis confirmed that the expression of Ythdf2 is completely depleted in *Ythdf2*^*−/−*^ embryos. The Mendelian distribution of wild type, *Ythdf2*^+/−^, and *Ythdf2*^*−/−*^ was 1:2:1 when genotyped at embryonic stages E12.5–14.5 (Fig. 1b), suggesting the stage of embryonic lethality after E14.5. Therefore, we isolated embryos at E18.5 for further analysis. At this stage, 3 out of 41 embryos were genotyped as *Ythdf2*^*−/−*^ (data not shown). Despite the genotype ratio being normal at E12.5 and E14.5, the average number of embryos per litter was significantly less in *Ythdf2*^+/−^ intercrosses compared with wild-type intercrosses, especially at the late embryonic stage E18.5 (Fig. 1e). It was reported that removal of *Ythdf2* in zebrafish leads to 31.3% cell arrest and lethality at the one-cell stage by *Ythdf2*^+/−^ intercross matings [13], consistent with our finding of 30% less embryos at E12.5 and E14.5. According to our data, the major lethality of *Ythdf2*^*−/−*^ embryos occurred between E14.5 and E18.5. Therefore, disruption of the *Ythdf2* gene results in embryonic lethality during the late developmental stages of embryogenesis.

### *Ythdf2*^*−/−*^ mice display abnormal cortical development

To determine how depletion of *Ythdf2* affects embryonic development, we dissected embryos at E12.5, E14.5, and E18.5. Although *Ythdf2*^*−/−*^ embryos at E12.5 and E14.5 were alive and appeared normal, sagittal sectionings of the whole embryos and H&E staining uncovered dramatically decreased overall cortical thickness of *Ythdf2*^*−/−*^ embryonic fore brains (Fig. 2a). Compared with their wild-type littermates, there was a general 56 μm decrease in the cortical layer at E12.5 and 40 μm decrease in the cortical layer at E14.5, yet the cortexes of both genotypes grew from E12.5 to E14.5 (Fig. 2b). The *Ythdf2*^+/−^ mice are semi-lethal. Thus, we also analyzed a cohort of *Ythdf2*^+/−^ mice and found a mean 29 μm decrease in the cortical layer at E12.5 and a mean 24 μm decrease in the cortical layer at E14.5 (Fig. 2a, b). We suspected that the delayed cortical development derived from a defect in the early stages of neurogenesis. In order to determine whether Ythdf2 expression is temporally associated with brain development, we analyzed the expression of *Ythdf2* in brain samples by quantitative RT-PCR at E12.5, E13.5, E17.5, and E18.5. *Ythdf2* was highly expressed during the early stage of neural development (Additional file 1: Figure S1a).

**Fig. 2:**
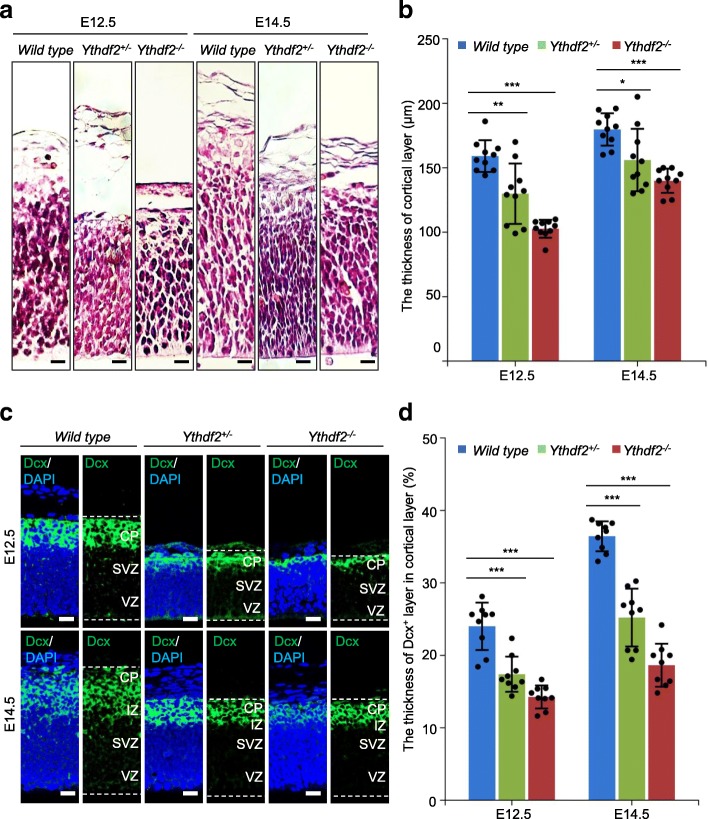
Ythdf2 is required for normal embryonic cortical development. **a** Sagittal brain sections of E12.5 and E14.5 were stained with H&E. An enlarged view of the forebrain cortex is shown. Scale bar indicates 20 μm. **b** Thickness of the cortical layer in *Ythdf2*^+/−^, *Ythdf2*^*−/−*^, and their wild-type littermates at E12.5 and E14.5. *Error bars* represent mean ± standard deviation, *n* = 3 embryos and 3 technical replicates. **c** Immunostaining of E12.5 and E14.5 brain sagittal sections for Dcx in wild-type, *Ythdf2*^+/−^, and *Ythdf2*^*−/−*^ littermates. Nuclei were counterstained with DAPI. *VZ* ventricular zone, *SVZ* subventricular zone, *IZ* intermediate zone, *CP* cortical plate. **d** Ratio of the thickness of Dcx-immunolabeled neuronal layers over cortical layers in *Ythdf2*^+/−^ and *Ythdf2*^*−/−*^ compared with wild type. *Error bars* represent mean ± standard deviation, *n* = 3 embryos and 3 technical replicates. *P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t*-test

To further define the neuronal developmental failure associated with *Ythdf2* deficiencies, embryonic brain slices at different developmental stages were stained with the immature neuron marker doublecortin (Dcx). At E12.5, the neuronal layer of *Ythdf2*^*−/−*^ and *Ythdf2*^+/−^ embryos was significantly thinner than that of the wild type, here shown as the ratio of the thickness of Dcx-immunolabeled neuronal layers over cortical layers (Fig. 2c, d). Taken together, the in vivo evidence indicates a striking phenotype of retarded cortical development, resulting from decreased neurogenesis at the early stages of embryonic brain development.

### Basal progenitor cells are decreased in *Ythdf2*^*−/−*^ embryos

Neural stem/progenitor cells (NSPCs) and immature neurons are the major cortical components at E12.5 and E14.5 in mice. NSPCs give rise to neurons. Given the profound effects of *Ythdf2* targeting on embryonic brain development, we examined the proliferation and differentiation capability of NSPCs during development. The T-box transcription factor Eomes (Tbr2) is specifically expressed in basal progenitor cells, predominantly in the SVZ, which primarily differentiate into superficial layer neurons. In E12.5 and E14.5 *Ythdf2*^*−/−*^ embryos and, to a lesser extent, *Ythdf2*^+/−^ embryos, there was a dramatic loss of basal progenitor cells, displayed by the obviously thinner Tbr2 layer, compared to wild type littermate embryos (Fig. 3a). The sex determining region Y-box2 (Sox2) is a marker for apical progenitor cells located in the VZ, which can produce deep layer neurons and basal progenitor cells [31]. The ratio of Tbr2-positive cells to total progenitors (Tbr2^+^/Sox2^+^) was decreased markedly at E12.5 and E14.5 in *Ythdf2*^*−/−*^ and *Ythdf2*^+/−^ embryos compared with the wild types (Fig. 3b), suggesting the decrease in neurons (Dcx^+^) associates with a reduction in the basal progenitor population in SVZ. However, there was no obvious difference in Sox2-positive apical progenitor cells in VZ layer (Fig. 3a).

**Fig. 3:**
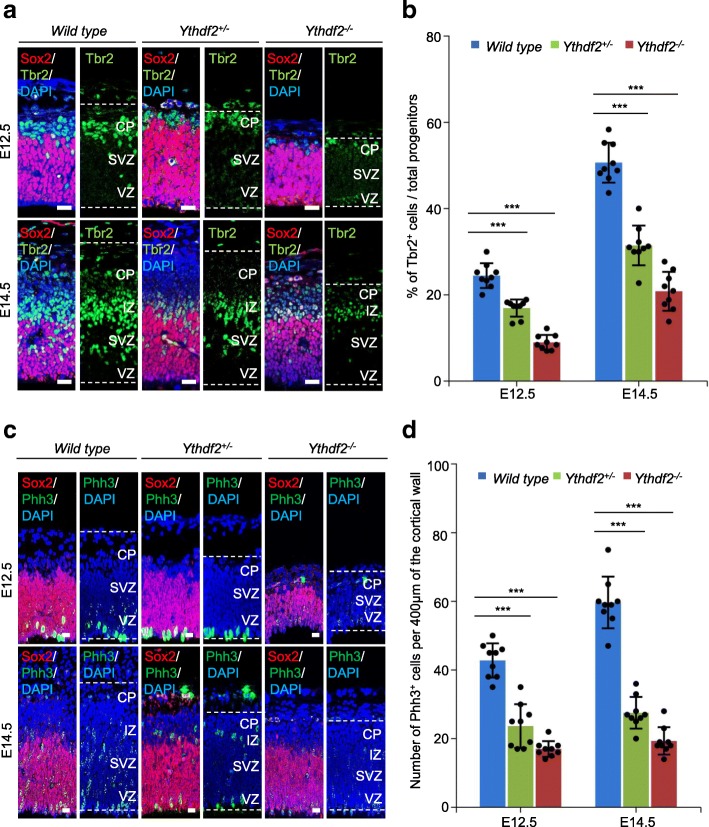
The number of basal progenitors and mitotic capability of apical progenitors depends on Ythdf2. **a** Immunostaining of E12.5 and E14.5 sagittal sections with Tbr2 (*green*) and Sox2 (*red*) antibodies in wild type, *Ythdf2*^+/−^, and *Ythdf2*^*−/−*^ embryos. *VZ* ventricular zone, *SVZ* subventricular zone, *IZ* intermediate zone, *CP* cortical plate. Nuclei were counterstained with DAPI. **b** Percentage of Tbr2^+^ cells over Tbr2^+^/Sox2^+^ at E12.5 and E14.5. *Error bars* represent mean ± standard deviation, *n* = 3 biological and 3 technical replicates. Scale bars, 20 μm. **c** Immunostaining of E12.5 and E14.5 sagittal sections with Phh3 (*green*) and Sox2 (*red*) antibodies in wild type, *Ythdf2*^+/−^, and *Ythdf2*^*−/−*^embryos. Nuclei were counterstained with DAPI. **d** Number of Phh3^+^ cells per 400 μm of the cortical wall at E12.5/E14.5 from **c**. *Error bars* represent mean ± standard deviation, *n* = 3 biological and 3 technical replicates. *P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t*-test. Scale bars, 20 μm

### Mitotic capability of apical progenitor cells is impaired in *Ythdf2*^*−/−*^ embryos

The non-self-renewing basal progenitors only experience one or two mitotic cycles, and the majority of basal progenitors are established by asymmetric division of apical progenitor cells during early cortical development [32, 33]. We propose that the decrease in basal progenitors (Tbr2^+^) might be caused by the reduced mitotic capability of the Ythdf2-depleted apical progenitor cells. The E12.5 and E14.5 sagittal sections of wild type, *Ythdf2*^+/−^, and *Ythdf2*^*−/−*^ embryos were co-stained with the mitotic phase marker phospho-histone H3 (Phh3) and Sox2 to quantify the mitotic capability of the apical progenitor cells. The number of Phh3-positive cells decreased more than two-fold in *Ythdf2*^*−/−*^ cortex compared with wild type at E12.5 and E14.5. In *Ythdf2*^+/−^ cortex, the number of Phh3-positive cells was significantly reduced compared to the wild type cortex, yet was higher than in *Ythdf2*^*−/−*^ cortex (Fig. 3c, d). Additionally, apical progenitor cells could also maintain the population by several rounds of symmetric division in the VZ layer [34]. As there were no obvious changes in the number of apical progenitor cells (Sox2^+^) in the VZ layer, we concluded that Ythdf2-dependent defective neurogenesis was caused by the decreased generation of basal progenitors from apical progenitors.

### *Ythdf2*^*−/−*^ NSPCs exhibit decreased proliferation in vitro

To further understand how Ythdf2 regulates neurogenesis, we cultured neurospheres consisting of NSPCs derived from E14.5 wild-type and *Ythdf2*^*−/−*^ embryonic fore brain. The *Ythdf2*^*−/−*^ neurospheres were smaller than the wild-type spheres (Additional file 1: Figure S2a, b). We first monitored the influence of Ythdf2 on NSPC proliferation. NSPCs dissociated from the primary neurospheres were seeded for proliferation testing and the cell growth was determined at 0, 24, 72, and 120 h. Compared with the wild type, *Ythdf2*^*−/−*^ NSPCs showed a slightly decreased proliferation rate after 24 h and a more pronounced reduction after 72 h culturing (Fig. 4a). This result is in agreement with the decreased mitotic capability of stem/progenitor cells observed in vivo.

**Fig. 4:**
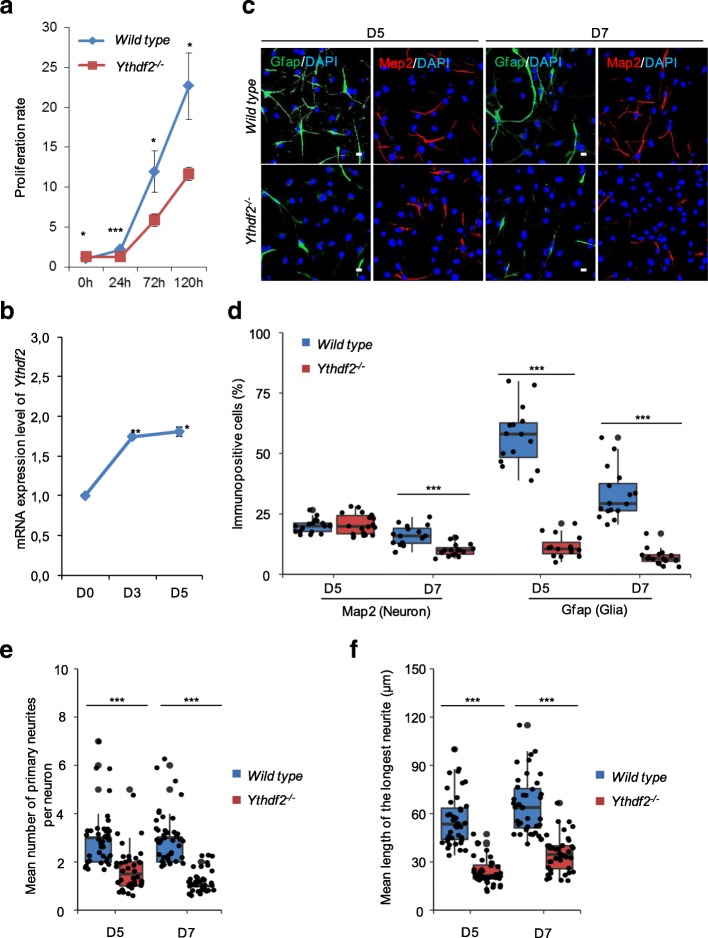
*Ythdf2*^*−/−*^ NSPCs exhibit decreased proliferation and defects in natural differentiation in vitro. **a** Number of viable NSPCs at 0, 24, 72, and 120 h monitored by signal intensity of Presto Blue reagent. Proliferation rate was calculated by normalizing to wild type at 0 h. **b** mRNA expression levels of *Ythdf2* during NSPC differentiation. Cells were collected at differentiation Day 0 (D0), 3, and 5. Isolated total RNAs were applied for RT-qPCR analysis. Actin was used as normalization control. **c** Immunostaining of Map2^+^ and Gfap^+^ cells differentiated from E14.5 neurospheres at D5 and D7. Nuclei were counterstained with DAPI. Scale bar indicates 20 μm. **d** Percentage of Map2 or Gfap positive cells. *Error bars* represent mean ± standard deviation, *n* = 3 biological repeats and 3 technical replicates. **e** Mean number of primary neurites per neuron (Map2^+^). *n* = 20 neurons for each biological repeat. **f** Mean length of the longest neurite of neurons (Map2^+^). *n* = 20 neurons for each biological repeat. *P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t*-test

### *Ythdf2*-deficient NSPCs show impaired neural differentiation

In differentiation assays, NSPCs dissociated from neurospheres produce both neurons and glial cells after 5 days culturing. We first assessed the mRNA expression profile of *Ythdf2* in wild-type neurospheres during differentiation by RT-qPCR. The expression of *Ythdf2* was up-regulated from Day 0 (D0) to D3 during differentiation and remained high till D5, suggesting the involvement of *Ythdf2* in regulating differentiation (Fig. 4b). Neuronal and glial cell lineages can be identified by staining with antibody against microtubule associated protein 2 (Map2) or glial fibrillary acidic protein (Gfap), respectively. We quantified the percentages of Gfap-positive cells for *Ythdf2*^*−/−*^ and wild-type at D5 and D7. Dramatic reduction of glial cells, with abnormal branches (Gfap^+^), was observed in differentiated *Ythdf2*^*−/−*^ neurospheres (Fig. 4c, d). However, we did not observe a significant different ratio of *Ythdf2*^*−/−*^ neurons (Map2^+^) at D5, while the ratio of *Ythdf2*^*−/−*^ neurons declined significantly more than the wild type at D7. These results were further substantiated by neuron progenitor antibody neuron-specific class III beta-tubulin (Tuj1) and glial progenitor antibody S100 calcium-binding protein B (S100-β) staining at D3 and D5 (Additional file 1: Figure S2c, d). At D3, the number of glial lineage progenitors had already declined in *Ythdf2*^*−/−*^ cells, while no difference was observed for neuronal lineage progenitor cells (Additional file 1: Figure S2c, d). The TUNEL assay showed significantly more dead *Ythdf2*^*−/−*^ cells, which might result from impaired differentiation (Additional file 1: Figure S2e, f).

### *Ythdf2*-deficient neurons display abnormal neurite outgrowth and increased sensitivity to arsenite

Whereas neuronal lineage differentiation (Map2^+^ or Tuj1^+^) was not affected at D5 in *Ythdf2*^*−/−*^ cells, the morphological analysis of Map2-positive cells showed that *Ythdf2*^*−/−*^ differentiated neurons had less and shorter primary neurites (axons and dendrites). The mean number of branching neurites per neuron in *Ythdf2*^*−/−*^ differentiated cells is less than in the wild type (Fig. 4e), and the mean length of the longest neurite in *Ythdf2*^*−/−*^ differentiated cells is shorter than in the wild type (Fig. 4f). The neurite outgrowth is pivotal in neuronal development and maturation, synaptic formation, neuronal function, and functional recovery in diseases [35]. The severe effect on neurite branching and extension of *Ythdf2*^*−/−*^ neurons might also contribute to the defective neurogenesis during neural development.

Besides, we found that differentiated neurons in vitro were more sensitive to arsenite treatment. Arsenite was demonstrated to induce oxidative stress by generating ROS and depleting antioxidants in cell lines and mammalian brain [36, 37]. It is reported that after arsenite treatment, Ythdf2 can co-localize with P body to regulate mRNA decay [7]. We treated differentiated neurons with 5 μM arsenite for 24 h in vitro, followed by recovery in fresh medium for 24 h (Additional file 1: Figure S3a). For wild-type neurons, the mean length of neurites was shortened and the number of neurites reduced after 24-h arsenite exposure (Additional file 1: Figure S3b, c). However, after 24-h culture in fresh medium, the remaining neurites recovered to the original length and the neurite number partially increased as the growth of new neurites needs longer time (Additional file 1: Figure S3b, c). In contrast, *Ythdf2*^*−/−*^ neurons showed increased sensitivity to arsenite exposure compared to wild-type neurons. After 24-h recovery, *Ythdf2*^*−/−*^ neurites could not outgrow to the original length and no new neurites projected.

### Negative regulation of neural development pathways enriched in *Ythdf2*^*−/−*^ neurospheres

To address the molecular mechanism of modulating NSPC proliferation and differentiation, we performed mRNA sequencing in the wild-type and *Ythdf2*^*−/−*^ neurospheres with three biological replicates. 

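Neurospheres are floating cultures of NSPCs, here grown from the forebrain of E14.5 embryos. The RNA-seq values come from 3 wild-type and 3 *Ythdf2*-/- samples and are the input libraries of the m6A-IP experiment, that is, fragmented mRNA set aside before the antibody step. The 6 m6A-IP libraries were not analysed here. The libraries were made with a strand-specific kit, aligned by the authors to mm10 with TopHat and deposited as raw read counts per gene, under RefSeq symbols. A separate gene table per library holds expected counts, TPM and FPKM. The paper's text names neither the counting program nor its strand setting, so the count of a gene that overlaps another gene on the opposite strand is uncertain. The wild-type libraries held 11707765, 13185778 and 11029827 counted reads, and the *Ythdf2*-/- libraries held 11752464, 13155999 and 12589840. Between 16327 and 16593 genes were detected per library, and the 10 most abundant genes took 4.54% to 5.16% of the reads. Counts were scaled with TMM factors of 0.988 to 1.03, and the 13112 genes that passed edgeR's filterByExpr were tested with its quasi-likelihood test, with genotype as the only term and Benjamini-Hochberg adjustment. All fold changes are *Ythdf2*-/- relative to wild type.

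*Ythdf2* itself lies on the minus strand of chromosome 4 from 132184916 to 132212256 in GRCm38, the same assembly as mm10, with 5 exons. The LoxP sites of the targeted allele flank the region from upstream of the 5′ UTR to intron 1, and exon 1 spans 132211900 to 132212256. The gene had 840, 961 and 999 counted reads in wild-type replicates 1, 2 and 3, and 137, 198 and 138 in *Ythdf2*-/- replicates 1, 2 and 3. Its level was 78.9 ± 10.9 CPM (SD, n = 3) in wild type and 12.5 ± 1.91 CPM (SD, n = 3) in *Ythdf2*-/-, which is 15.8% of the wild-type level. The log2 fold change was -2.66 (standard error 0.183, adjusted p = 0.0547 from edgeR's quasi-likelihood test). No other gene had a smaller adjusted p, and the next was 0.342. The alternative settings kept the log2 fold change between -2.78 and -2.54, while the adjusted p ran from 9.03e-47 with DESeq2 to 1.00. The tables count whole genes, so reads on exon 1 alone were not analysed here.

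Replicates were compared before they were averaged. A chi-square test over genes gave 4.78 per degree of freedom between wild-type replicates 1 and 2, where sampling noise alone gives 1. It gave 149 and 145 between wild-type replicate 3 and the other two, and 24.0 to 60.4 between the *Ythdf2*-/- replicates. No pair was identical, and each library was counted as 1 replicate. Wild-type replicates 1 and 2 were the closest pair within a genotype (Spearman rho 0.996 across genes). Whether they are independent cultures was not tested. Fits that leave out or down-weight wild-type replicate 3 rest on this pair, and their p-values are too small if the pair is not independent. The first principal component held 74.2% of the variance of log2 CPM. Wild-type replicate 3 lay at 91.0 on it, and the other 5 libraries lay between -30.6 and -6.04. The mean Spearman correlation of a library with the other 5 was 0.8997 for wild-type replicate 3 and 0.962 to 0.970 for the rest. The spread between replicates therefore includes this library, and the common biological coefficient of variation was 0.332.

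**Figure D1:**
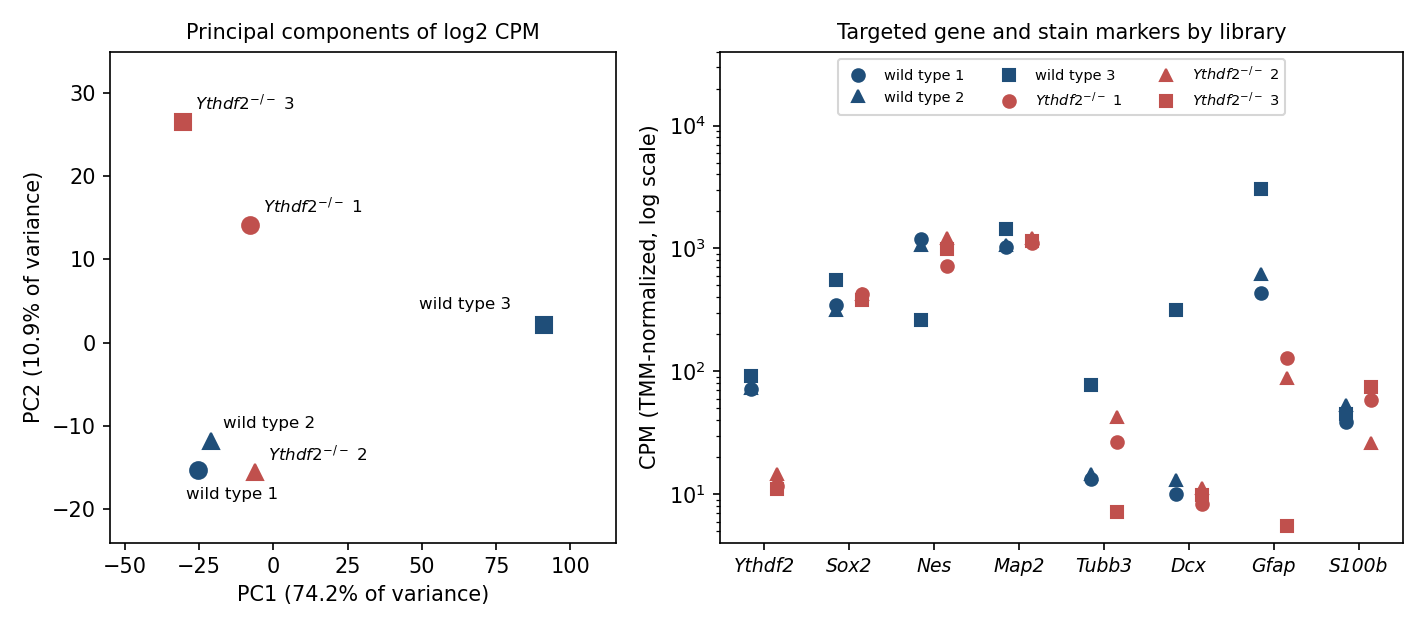
Left, the 6 libraries on the first and second principal components of log2 CPM, with wild type in blue and *Ythdf2*-/- in red. Right, TMM-normalized CPM of *Ythdf2* and 7 marker genes on a log scale, with 1 point per library and replicates 1, 2 and 3 as circle, triangle and square. Wild-type replicate 3 stands apart on the first component and in *Nes*, *Dcx* and *Gfap*, while its *Ythdf2* level lies with the other wild-type libraries.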

We identified 2144 up-regulated differentially expressed genes (DEGs) and 1756 down-regulated DEGs (Additional file 1: Figure S4a). 

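At an adjusted p under 0.05, edgeR's quasi-likelihood test called 0 genes up-regulated and 0 down-regulated, and 476 genes had an unadjusted p under 0.05. These 476 genes are 3.63% of the genes tested, where 5% is the share without any difference between genotypes. In 1332 genes (10.2%) all 3 *Ythdf2*-/- libraries lay above or below all 3 wild-type libraries, where chance gives 10% for 3 against 3. Of these genes, 687 were higher and 645 lower in *Ythdf2*-/-. Limma-voom with sample quality weights, an alternative chosen after seeing the data, moved the count of DEGs most, to 333 up-regulated and 299 down-regulated genes. It gave wild-type replicate 3 a weight of 0.0901. DESeq2 called 39 and 41 genes.

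Figure S4a plots log2(FPKM + 1) of the genotypes with lines 1 log2 unit from the diagonal. Counted in that way from the deposited FPKM values, without a test, log2(mean FPKM + 1) was at least 1 higher for 1597 genes and at least 1 lower for 1212 genes in *Ythdf2*-/-. The spread between replicates does not enter this count, and the added 1 understates the change of low genes. Of these 2809 genes, 53.8% were listed at 0 in all 3 libraries of one genotype, and their median was 5 expected counts summed over the 6 libraries. Of the 2017 that could also be tested on raw counts, 55.5% changed in the same direction there, where chance gives 50%. With RPKM computed from the raw counts in place of the deposited FPKM, an alternative chosen after seeing the data, 29 genes were higher and 180 lower by the same rule. Of these 209 genes, 33 were also on the FPKM list in the same direction.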

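With a fold change over 1.5 and an unadjusted p under 0.05 from limma on log2(FPKM + 1), 270 genes were up-regulated and 140 down-regulated in *Ythdf2*-/- neurospheres. After Benjamini-Hochberg adjustment over all genes, the alternative that moved these counts most, 0 were up-regulated and 2 down-regulated. Of the 410 genes, 305 could be tested on raw counts, and 62.6% of those changed in the same direction there. The same thresholds on the raw counts, with edgeR's quasi-likelihood test, gave 116 up-regulated and 189 down-regulated genes. These calls depended on single libraries. Without wild-type replicate 3 the counts were 354 and 359, and 60.0% of the genes called with all 6 libraries were among them. Without *Ythdf2*-/- replicate 1 they were 90 and 110 with 47.2% of those genes, and without *Ythdf2*-/- replicate 3 they were 110 and 106 with 43.3%. The fits without one of the other 3 libraries shared 62.0% to 66.6%. Of the alternatives chosen after seeing the data, the quality weights gave 599 and 560, and edgeR with the presence of reads on Y-linked genes as a term beside genotype gave 420 and 578.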

With more stringent criteria (fold change > 1.5, *P* < 0.05 in three replicates), 151 significantly up-regulated and 316 significantly down-regulated genes were identified in *Ythdf2*^*−/−*^ neurospheres. 

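Gene Ontology terms were not analysed here. Instead, 12 lists of genes, written from gene families and cell type markers, were tested with camera on log2 CPM at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the lists. Of the axon guidance ligands and receptors, 69 genes were tested, with *Plxnb2*, *Sema6d* and *Plxnb1* the most highly expressed. Their median log2 fold change was -0.06, with 31 genes higher and 38 lower in *Ythdf2*-/- (adjusted p = 0.874 by limma's camera). Without wild-type replicate 3 the median was 0.26 and the direction turned upward (adjusted p = 0.0760). The 46 synaptic adhesion genes, with *Ptprs* and *Cadm4* among the most highly expressed, had a median of 0.06, with 26 higher and 20 lower (adjusted p = 0.0142, upward). The study picked 6 of these 46 from the same libraries, and 1 of the axon guidance genes, so that part is not independent evidence. Across the alternatives with camera this adjusted p ran from 3.35e-07 without wild-type replicate 3, where the median was 0.49, to 0.589 with a term for Y-linked reads, and the call was also lost without wild-type replicate 1, wild-type replicate 2 or *Ythdf2*-/- replicate 2 (adjusted p = 0.0992 to 0.346). The 19 neuronal markers, led by *Map2*, *Mapt* and *Rtn1*, had a median of -0.21, with 5 higher and 14 lower (adjusted p = 0.0657), and 3 of them are also in another list. Without wild-type replicate 3 their median was 0.16 (adjusted p = 0.529). The list passed the threshold, downward, without wild-type replicate 1, wild-type replicate 2 or *Ythdf2*-/- replicate 2 (adjusted p = 0.00484 to 0.0147) and with the term for Y-linked reads (adjusted p = 0.00301). The 24 apoptosis effectors, with *Cycs* and *Bax* among the most highly expressed, had a median of -0.05, with 9 higher and 15 lower and the same adjusted p as axon guidance. Camera called 4 of the 12 lists at an adjusted p under 0.05. None of the 4 held under fry, which allows for the correlation between genes in the data and gave no adjusted p under 0.615. Fry asks whether the genes of a list changed at all, while camera compares them with the other genes. Its result therefore does not say why camera called these lists.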

Interestingly, the up-regulated genes were significantly associated with axon guidance, synapse assembly, neuron differentiation, and apoptosis. All these biological processes are subordinate to nerve development (Additional file 1: Figure S4b). The JAK-STAT signaling pathway is up-regulated in neurons and glial cells, which contributes to the neuroprotection and neurite outgrowth [38, 39]. The genes, highly enriched for Gene Ontology (GO) term “negative regulation of JAK-STAT cascade”, inhibit this cascade, such as *Flrt2*, *Flrt3*, *Ptprd*, and *Lrrtm1* and *4*. 

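All 5 of these genes had a higher level in *Ythdf2*-/-, and in each of them all 3 *Ythdf2*-/- libraries lay above all 3 wild-type libraries. Separation of that kind has an exact permutation p of 0.1, the smallest that 3 against 3 allow. *Flrt2* (chromosome 12, plus strand, 95692226 to 95785215, 2 exons) had 32.3 ± 7.71 CPM (SD, n = 3) in wild type and 68.3 ± 22.5 CPM (SD, n = 3) in *Ythdf2*-/-. Its log2 fold change was 1.08 (standard error 0.292, adjusted p = 0.999 from edgeR's quasi-likelihood test over all genes). *Flrt3* on chromosome 2 rose from 13.5 ± 1.61 to 21.3 ± 3.90 CPM (SD, n = 3 each), a log2 fold change of 0.66. *Ptprd* on chromosome 4 rose from 30.4 ± 7.45 to 50.9 ± 11.4 CPM (SD, n = 3 each), a log2 fold change of 0.74. *Lrrtm1* and *Lrrtm4*, both on chromosome 6, were low, at 5.11 ± 0.970 and 2.70 ± 1.34 CPM in wild type (SD, n = 3 each), with log2 fold changes of 0.86 and 0.97. The changes of the 5 genes kept their direction in each fit that left out 1 library. The deposited FPKM values rest on 0 to 7 expected counts per library for these genes, too few to show a direction. Limma on log2(FPKM + 1), chosen after seeing the data for the genes outside Fig. 6, gave differences of -0.29 for *Ptprd*, -0.37 for *Lrrtm1*, 0.01 for *Flrt2* and 0.31 for *Flrt3*, each smaller than its standard error. *Lrrtm4* was listed at 0 in all 6 libraries.

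Of the 5 genes, 4 had an unadjusted p under 0.05 and 0 an adjusted p under 0.05 over all genes. With p adjusted over the list alone, 4 were under 0.05. The study chose these genes on the same libraries, so this is not independent evidence. DESeq2 called 1 of them, *Flrt2* (adjusted p = 0.0459, with 0.0459 to 1.00 across the alternatives fixed beforehand and a smallest of 0.0422, with the sample quality weights, among those chosen after seeing the data). Their median log2 fold change of 0.86 stood at the 99.99th percentile of 10000 random lists matched on expression, which the choice of the genes also affects. A list of 16 classical inhibitors of JAK-STAT signaling, led by *Ptpn11*, *Pias2* and *Ptpn1*, had a median of -0.06, with 6 genes higher and 10 lower in *Ythdf2*-/- (adjusted p = 0.223 by limma's camera).

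**Figure D2:**
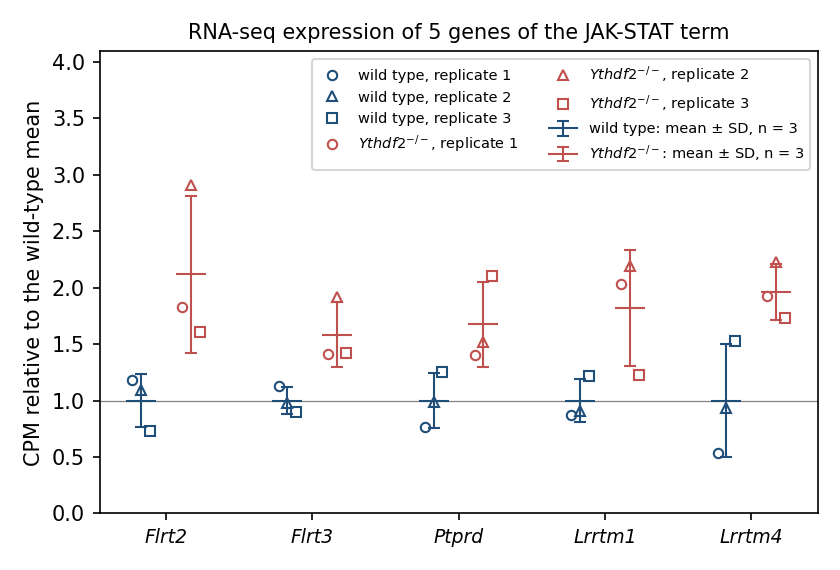
CPM of the 5 genes in each library, divided by the wild-type mean of the gene. Wild type is blue and *Ythdf2*-/- red, replicates 1, 2 and 3 are circle, triangle and square, and bars give the mean ± SD of 3 libraries. Each *Ythdf2*-/- library lies above each wild-type library, narrowly for *Lrrtm1*.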

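Markers of neural cell types were examined in the neurospheres as lists, tested as the lists above. The cultures that the study differentiated are not among these libraries. The 14 oligodendrocyte lineage markers, with *Olig1* and *Olig2* among the most highly expressed, were lower in *Ythdf2*-/-, with a median log2 fold change of -1.48 and 11 of 14 genes lower (adjusted p = 0.0171 by limma's camera). Without wild-type replicate 3 the median was -0.21 (adjusted p = 0.487), and the call was also lost without *Ythdf2*-/- replicate 3 (adjusted p = 0.157) and with at least 10 counts in every library (adjusted p = 0.0832). The 19 astroglial markers, led by *Apoe*, *Slc1a3* and *Sparcl1*, had a median of -0.04, with 8 higher and 11 lower (adjusted p = 0.0657), and without the same library a median of 0.17 (adjusted p = 0.758). The astroglial list passed the threshold, downward, without wild-type replicate 1, *Ythdf2*-/- replicate 1 or *Ythdf2*-/- replicate 3 (adjusted p = 2.24e-04 to 0.0296) and with the term for Y-linked reads (adjusted p = 0.0274), and its direction turned upward without *Ythdf2*-/- replicate 2. The 16 neural progenitor markers, led by *Vim*, *Fabp7* and *Nes*, had a median of 0.04, with 9 higher and 7 lower (adjusted p = 0.874). Each of the astroglial and progenitor lists shares 2 genes with another list.

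The study stained for protein, in differentiated cultures or in sections of embryonic brain. The values here are RNA from neurospheres, so they do not test the staining results. Among the genes stained for in the study, *Gfap* differed most between genotypes. It had 5103, 8190 and 33286 counted reads in wild-type replicates 1, 2 and 3, against 1494, 1185 and 69 in the *Ythdf2*-/- replicates. The log2 fold change was -4.22 (standard error 1.30, adjusted p = 0.999 from edgeR's quasi-likelihood test), and without wild-type replicate 3 it was -2.85. With the term for Y-linked reads, chosen after seeing the data, it was -5.64 (adjusted p = 0.0485 from edgeR), while the alternatives fixed beforehand gave adjusted p from 0.123 to 1.00. *S100b* (0.22), *Sox2* (0.02) and *Map2* (-0.02) had log2 fold changes smaller than their standard errors of 0.376, 0.240 and 0.198. The same held for *Nes* and *Tubb3*. Without wild-type replicate 3 the values were 0.21 (*S100b*), 0.30 (*Sox2*), 0.16 (*Map2*), -0.20 (*Nes*) and 0.87 (*Tubb3*). Of these, *Sox2* had the smallest unadjusted p, 0.0404 (adjusted p = 0.281, both from edgeR's quasi-likelihood test). *Dcx* had a log2 fold change of -3.51 that came from wild-type replicate 3, with 3441 counted reads against 98 to 172 in the other 5 libraries, and without it the value was -0.23. *Eomes*, which encodes Tbr2, had 3 to 14 counted reads per library and was below the filter.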

On the contrary, clustered terms, such as “positive regulation of cell differentiation”, “positive regulation of transcription”, “positive regulation of GTPase activity”, and “negative regulation of neuron apoptotic process”, were dominant in down-regulated genes.

### m^6^A-methylomes in wild-type and *Ythdf2*^*−/−*^ neurospheres

In order to gain more insight about the role of *Ythdf2*^*−/−*^ in m^6^A mRNA decay, we compared the m^6^A methylome of wild-type and *Ythdf2*^*−/−*^ neurospheres. Initially, we quantified the m^6^A/A ratio of the total mRNAs purified from the wild-type and *Ythdf2*^*−/−*^ neurospheres by LC-MS/MS. In *Ythdf2*^*−/−*^ neurospheres, the m^6^A abundance was increased by around 10% on average compared with the wild type (Fig. 5a). This is consistent with the m^6^A-dependent RNA decay function of Ythdf2 [7] and correlates very well with a study in zebrafish on the role of Ythdf2 in the maternal-to-zygotic transition [23]. We identified 16,626 common m^6^A sites from 8201 genes and 17,734 common m^6^A sites from 8585 genes in three biological replicates of wild-type and *Ythdf2*^*−/−*^ neurospheres, respectively (Additional file 1: Figure S5a). The highly over-represented m^6^A RRACH (R = G/A, H=U/A) motif identified using the HOMER algorithm in both wild-type (*P* = 1e-471) and *Ythdf2*^*−/−*^ (*P* = 1e-475) neurospheres proved the successful enrichment of m^6^A-modified mRNA (Fig. 5b and Additional file 1: Figure S5b). The m^6^A sites were significantly enriched at start codons, stop codons, and 3′ UTRs. The m^6^A profile is thus in very good agreement with those reported previously (Fig. 5c and Additional file 1: Figure S6a).

**Fig. 5:**
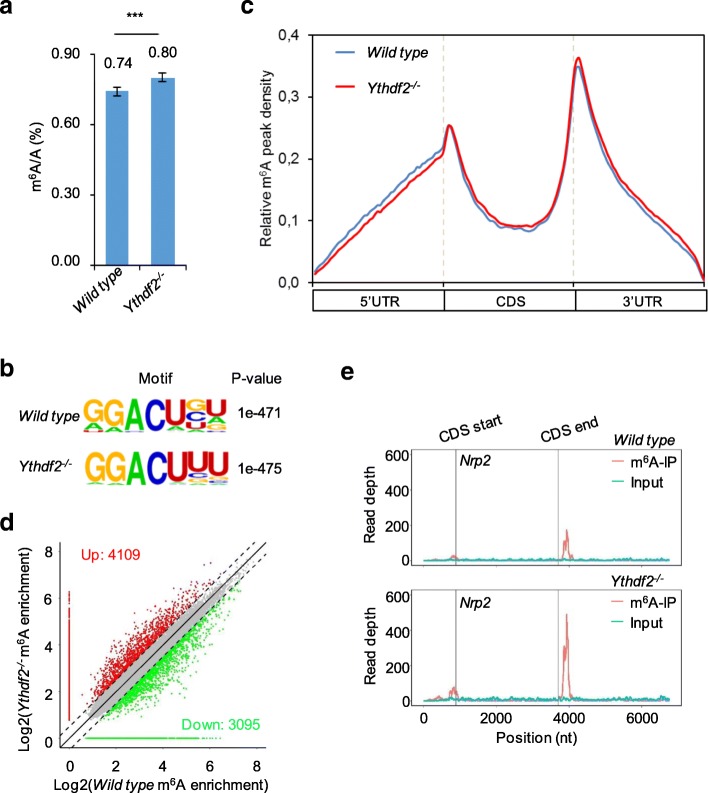
Overview of m^6^A methylomes in wild-type and *Ythdf2*^*−/−*^ neurospheres. **a** The m^6^A contents of mRNAs isolated from wild type and *Ythdf2*^*−/−*^ were quantified by LC-MS/MS. **b** Sequencing motif in m^6^A peaks verified in wild type and *Ythdf2*^*−/−*^ with HOMER database. **c** Distribution of m^6^A peaks along transcripts in wild type and *Ythdf2*^*−/−*^. **d** Scatter plot showing m^6^A peaks with increased (*red*) or decreased (*green*) levels. **e** Representative m^6^A distribution along Nrp2 transcript. Enrichment coverage of m^6^A and input are displayed as *red* and *blue*, respectively. *Grey lines* define coding sequence (*CDS*) borders

Based on the statistics from three biological replicates, 3095 m^6^A sites from 2464 genes and 4109 m^6^A sites from 2619 genes were identified to have lower or higher m^6^A levels in three biological replicates of *Ythdf2*^*−/−*^ neurospheres (Fig. 5d and Additional file 1: Figure S6b). m^6^A sites with significantly higher enrichment (fold change > 1.5) in all three *Ythdf2*^*−/−*^ replicates were analyzed further. Based on this stringent criterion, 78 m^6^A sites from 69 genes were markedly up-regulated. These genes were enriched for functional clusters like transcription regulation, phosphorylation, and neuron projection development (Additional file 1: Figure S7a). On the other hand, 102 m^6^A sites from 99 genes were down-regulated. These genes were enriched for functional clusters like transcription regulation, transport, rhythmic process, and apoptosis (Additional file 1: Figure S7b). Among these 168 genes, 115 genes had conserved m^6^A sites across samples, while 65 and 54 genes had newly occurring or absent m^6^A sites, respectively, in all three *Ythdf2*^*−/−*^ neurospheres (Additional file 1: Figure S7c).

### Ythdf2 is required for degradation of genes related to neuron differentiation

It is well established that Ythdf2 specifically binds mRNAs containing m^6^A and promotes mRNA decay [1, 7]. In Ythdf2-depleted zebrafish embryos, Ythdf2-targeted mRNAs had extended lifetimes as seen by increased mRNA levels [13]. Hence, we focused on verifying candidate genes with increased mRNA transcripts and enrichment of m^6^A sites. Among these genes, *Nrp2* and *Nrxn3* were involved in nerve development and cell differentiation; *Flrt2* and *Ptprd* were enriched in negative regulation of JAK-STAT cascade, regulation of synapse assembly and axon guidance, and neuron differentiation; *Ddr2* was related to fibroblast proliferation; *Hlf* was involved in rhythmic process; and *Nrp2* and other genes showed enrichment of representative m^6^A peaks in *Ythdf2*^*−/−*^ neurospheres (Fig. 5e and Additional file 1: Figure S8). 

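The 10 genes followed up in Fig. 6 were looked up in the RNA-seq counts. All 10 had a log2 fold change above 0 in *Ythdf2*-/-, from 0.11 to 1.68 with a median of 0.77. In 5 of them (*Ddr2*, *Rnf135*, *Speg*, *Flrt2* and *Ptprd*) all 3 *Ythdf2*-/- libraries lay above all 3 wild-type libraries, where chance puts 10% of genes apart in either direction. *Ddr2* (chromosome 1, minus strand, 169972307 to 170088944) had 8.23 ± 4.87 CPM (SD, n = 3) in wild type and 26.5 ± 10.5 CPM (SD, n = 3) in *Ythdf2*-/-, with a standard error of 0.581 on the log2 scale. It shares 90 bp of exon sequence with a gene on the opposite strand. *Speg* (chromosome 1, plus strand, 75375297 to 75432314, 46 exons) had the smallest spread, with 23.2 ± 0.322 and 33.0 ± 1.13 CPM (SD, n = 3 each) and a log2 fold change of 0.51. *Nrp2* (chromosome 1, plus strand, 62703317 to 62818692, 18 exons) had 30.3 ± 4.32 and 52.7 ± 26.2 CPM (SD, n = 3 each), a log2 fold change of 0.80 (standard error 0.366), and *Ythdf2*-/- replicate 3 lay below 2 of the wild-type replicates. Its log2 fold change ran from 0.35, without *Ythdf2*-/- replicate 2, to 1.08 when 1 library was left out. *Nrxn3* on chromosome 12 had a log2 fold change of 0.66 (standard error 0.251), *Hlf* on chromosome 11 of 0.94 (standard error 0.422) and *Mob3b* on chromosome 4 of 0.83 (standard error 0.358), with overlapping groups. *Rnf135* on chromosome 11, with 33 to 99 counted reads per library, had 0.55 (standard error 0.303). *Soat1* on chromosome 1 did not differ beyond its replicates, with 57.1 ± 16.0 and 61.6 ± 13.0 CPM (SD, n = 3 each) and a log2 fold change of 0.11 that ran from -0.05 to 0.37 when 1 library was left out.

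An unadjusted p under 0.05 in edgeR's quasi-likelihood test was reached by 5 of the 10 genes, and an adjusted p under 0.05 over all genes by 0, where the smallest was 0.999. With p adjusted over the list alone, 2 genes (*Speg* and *Flrt2*) were under 0.05, both at 0.0463. The study picked these genes on the same libraries, so this is not independent evidence. DESeq2 called the same 2 genes, *Speg* at an adjusted p = 0.0114, and the alternatives for *Speg* ran from 0.0114 to 1.00. The genes' median stood at the 100th percentile of 10000 random lists matched on expression. Limma on the deposited FPKM values moved this result most: 9 of the genes could be tested, 0 had an unadjusted p under 0.05, and *Ptprd*, *Ddr2* (-0.40), *Mob3b* (-1.22) and *Soat1* (-1.84) changed direction. Few reads lie behind these FPKM values, with 0 to 2 expected counts per library for *Ptprd*, 0 to 8.72 for *Soat1*, 0 to 17.3 for *Mob3b* and 6.39 to 21.3 for *Ddr2*. The change of direction there therefore says little. The reference gene *Actb* had a log2 fold change of -0.18 (standard error 0.203). The paper reasons that Ythdf2 promotes the decay of mRNAs that carry m6A, so that transcripts with m6A and a higher level in *Ythdf2*-/- neurospheres are candidates for its targets. The m6A sites of these genes were not analysed here.

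**Figure D3:**
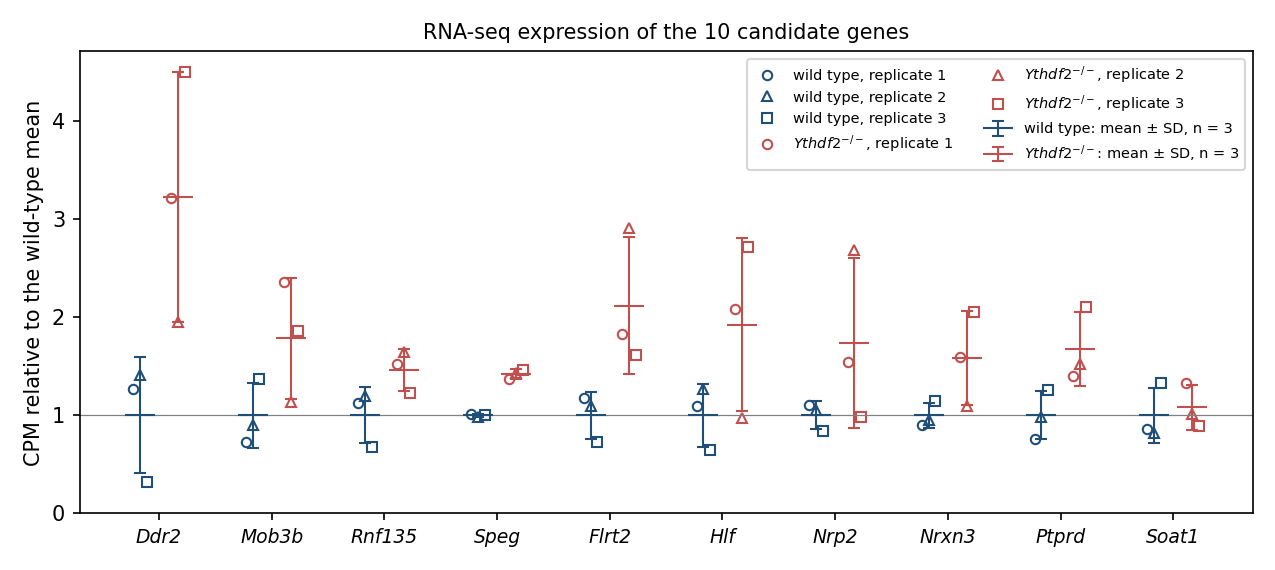
CPM of the 10 candidate genes in each library, divided by the wild-type mean of the gene. Wild type is blue and *Ythdf2*-/- red, replicates 1, 2 and 3 are circle, triangle and square, and bars give the mean ± SD of 3 libraries. Groups are apart for 5 of the 10 genes and overlap for *Mob3b*, *Hlf*, *Nrp2*, *Nrxn3* and *Soat1*.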

To further substantiate these findings, we performed m^6^A immunoprecipitation (IP) combined with RT-qPCR. Consistent with our initial findings, m^6^A IP showed that m^6^A levels increased significantly, while non-methylated actin was used as negative control (Fig. 6a). RT-qPCR showed that target genes were markedly enriched in *Ythdf2*^*−/−*^ neurospheres compared with the wild type (Fig. 6b). Next, we analyzed whether these m^6^A-enriched genes are real Ythdf2 targets by RNA IP (RIP) analysis. We confirmed that the Ythdf2 antibody was applicable to IP (Additional file 1: Figure S9). Compared with *Ythdf2*^*−/−*^, Nrp2 mRNA and other candidates were enriched by Ythdf2 protein in the wild type, which was verified by qPCR (Fig. 6c). To examine whether increased gene expression was due to loss of Ythdf2-mediated RNA decay, we measured the mRNA life time of these candidate genes by inhibition of transcription with actinomycin D in wild-type and *Ythdf2*^*−/−*^ neurospheres. After actinomycin D treatment, mRNA levels of *Nrp2* and the other candidate genes in wild type declined more rapidly than in *Ythdf2*^*−/−*^ neurospheres (Fig. 6d and Additional file 1: Figure S10). Thus, the increased levels of m^6^A-modified mRNA transcripts in the absence of Ythdf2 were caused by delayed mRNA clearance, which might contribute to the defects in neurogenesis.

**Fig. 6:**
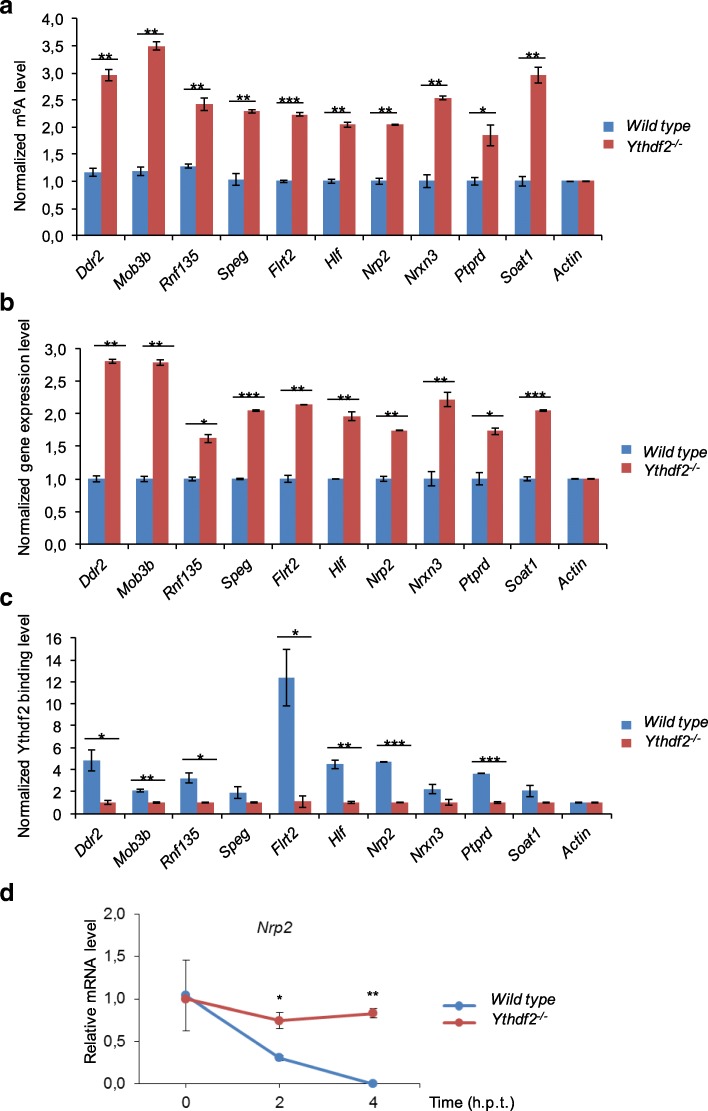
Ythdf2 is required for regulating mRNA decay of m^6^A-modified neuron-related gene targets. **a** m^6^A enrichment of target sites in gene candidates, verified by m^6^A IP combined with RT-qPCR. Non-m^6^A-modified gene *Actin* was used as negative control. **b** Gene expression of gene candidates, verified by RT-qPCR with input RNA. Non-changed gene *Actin* was used as negative control. **c** Ythdf2 binding levels of gene candidates, verified by Ythdf2 RIP combined with RT-qPCR. Non-m^6^A-modified gene *Actin* was used as negative control. **d** Representative mRNA profile of *Nrp2* at 0-, 2-, and 4-h time points after actinomycin D (5 μg/ml) treatment (*h.p.t.*) in wild type and *Ythdf2*^*−/−*^. *Error bars* represent mean ± standard deviation, *n* = 2 biological replicates. *P < 0.05, **P < 0.01, ***P < 0.001, Student’s *t*-test

## Conclusions

Ythdf2 is essential for oocyte maturation and early zygotic development in zebrafish and mouse [13, 25]. Ythdf2 was recently reported to be required for oocyte competence through the post-transcriptional regulation of the maternal transcriptome and homozygous *Ythdf2*^*−/−*^ mice were reported to be partially permissive at weaning, with approximately 80% loss of homozygous *Ythdf2*^*−/−*^ mice in inbred C57BL/6 mice [25]. The targeting of the *Ythdf2* locus described here caused a complete loss of homozygous *Ythdf2*^*−/−*^ mice in our inbred C57BL/6 background and the majority of *Ythdf2*^*−/−*^ embryos died at late embryonic stages (Fig. 1). Of note, intercrossing *Ythdf2*^+/−^ mice results in constantly smaller litter size than from wild type matings (Fig. 1e), indicating an essential role of Ythdf2 in early embryo development. Here we reveal a crucial role of m^6^A in mRNA and its binding protein Ythdf2 in neural development at embryonic developmental stages. The mammalian nervous system arises from the ectoderm, with both neurons and glial cells (astrocytes and oligodendrocytes) generated from NSCs in a precisely regulated spatiotemporal order [34]. We propose that erroneous recognition and degradation of m^6^A-containing mRNA at this stage leads to the dysregulation of neural development.

The m^6^A level in mRNAs is higher in brain than in other studied mouse organs, indicating a crucial role during normal brain development [11]. Recent studies found m^6^A-modifying enzymes Mettl3, Alkbh5, and Fto to be involved in regulating progression of glioblastoma, indicating that m^6^A epitranscriptomic regulation plays roles in the nervous system. Very recently, Yoon et al. [27] used a methyltransferase Mettl3-Mettl14 complex knockout to demonstrate that m^6^A depletion extends cortical neurogenesis by protracting cell cycle progression of NPCs. In this study, we demonstrate the severe impact of *Ythdf2* deletion on corticogenesis, neurogenesis, and gliogenesis. During early neural development, the decreased thickness of cortex is attributed to the dramatically thinner CP and SVZ layers, composed of neurons (Dcx^+^) and basal progenitor cells (Tbr2^+^), respectively (Figs. 2c and 3a). Multiple factors are supposed to contribute to this. First, consistent with the documented function of m^6^A in proliferation of NPCs [27], our in vivo and in vitro evidence reveals that the proliferation capability of the NSPCs is severely compromised in *Ythdf2*^*−/−*^ embryonic cortex NSPCs. Further, apical progenitors symmetrically divide into more apical progenitors to expand the stem cell/progenitor VZ pool [34]. No significant change in the thickness of the VZ layer in *Ythdf2*^*−/−*^ embryos suggests that the symmetric division of apical progenitors is not disturbed. However, apical mitosis is significantly decreased in *Ythdf2*^*−/−*^ embryos. Apical progenitor cells can give rise to basal progenitor cells and neurons by asymmetric division [40, 41]. The switch between symmetric and asymmetric cell division of *Ythdf2*^*−/−*^ neural progenitor cells, which determines self-renewal or differentiation, may be disturbed. It is worth mentioning that it is not confirmed that the neural defects observed contribute to embryonic lethality. So it will be interesting to address this relationship by generating neural-specific Ythdf2 knockout mice. Second, the NSPCs derived from *Ythdf2*^*−/−*^ embryo brains generated similar numbers of neurons as wild type in vitro (Fig. 4c and Additional file 1: Figure S2c). However, morphological analysis demonstrated abnormal neurite outgrowth of *Ythdf2*^*−/−*^ neurons that are more vulnerable to stress and fail to recover from neurite degeneration (Fig. 4e, f and Additional file 1: Figure S3). Proper neurite outgrowth and branching is pivotal for establishing neuronal circuits which facilitate nervous system function [42]. Interestingly, RNA-seq analysis shows that differentially expressed genes (DEGs) relate to functions such as axon regulation, synapse assembly, and neuron differentiation (Additional file 1: Figure S4). Among them, genes such as *Ddr2*, *Rnf135*, *Flrt2*, *Hlf*, *Nrp2*, *Nrxn3*, and *Ptprd* have both up-regulated mRNA and m^6^A levels (Fig. 6a, b). Ythdf2-mediated mRNA decay affects the translation efficiency and lifetime of m^6^A-modified mRNA targets [7]. By recruiting the Ccr4-not deadenylase complex, Ythdf2 initiates the degradation of its mRNA targets at specialized decay sites [43]. The RIP combined RT-qPCR and mRNA life-time assays display that mRNA levels of these genes are stabilized due to the complete absence of Ythdf2 in *Ythdf2*^*−/−*^ NSPCs (Fig. 6c, d and Additional file 1: Figure S10). Delayed mRNA degradation causes the retention of m^6^A-modified transcripts in *Ythdf2*^*−/−*^ neurospheres, leading to increased m^6^A enrichment.

Last but not least, while homozygous *Ythdf2*^*−/−*^ is embryonic lethal, heterozygous *Ythdf2*^+/−^ is unexpectedly only partially lethal, with 30% of the surviving *Ythdf2*^+/−^ mice having eye defects (Additional file 1: Figure S1b), which may reflect haploid insufficiency of *Ythdf2* and a malfunctioning nervous system. Furthermore, m^6^A is highly enriched in mouse brain, and the level is dramatically increased with postnatal aging [11]. Taken together, we propose that m^6^A and Ythdf2 have a pivotal function in brain not only during embryonic neural development but also in postnatal life. Thus, functions of m^6^A and Ythdf2 on postnatal nervous system development merits further investigations.

During revision of this manuscript, two studies relating to the role of m^6^A in the adult mammalian nervous system were reported. One study found that either the m^6^A methyltransferase Mettl14 or the m^6^A-binding protein Ythdf1 regulate functional axon regeneration in the peripheral nervous system in vivo by modulating injury-induced protein translation [44]. In another study it was discovered that m^6^A in mRNA regulates histone modification in part by destabilizing transcripts that encode histone-modifying enzymes, which might be a previously unknown mechanism of gene regulation in mammalian cells [45].

In summary, our study demonstrates a pivotal function of Ythdf2-mediated m^6^A epitranscriptomic regulation in cortical neurogenesis during embryonic neural development, via regulating RNA degradation of m^6^A-tagged genes associated with neural development and differentiation.

## Methods

### Generation of conditionally *Ythdf2* gene-targeted mice

The Ythdf2 conditional knockout mouse model (mYthdf2-CKO) was generated as described in Additional file 1: Figure S1a by Applied Systemcell Inc. (CA, USA) using CRISPR-Cas9 technology. A cocktail of active guide RNA molecules (gRNAs), two single-stranded oligo donor nucleotides (ssODNs) and qualified Cas-9 mRNA was microinjected into the cytoplasm of C57BL/6 embryos. Two LoxP sites were inserted, flanking the upstream of 5′ UTR and intron 1 regions, resulting in loss and changes in size of PCR products. *Ythdf2*^*fl/fl*^ mice were genotyped and further sequenced for the LoxP cassettes at the designated locations. Potential *Ythdf2-CKO* mice were generated by crossing *Ythdf2*^*fl/fl*^ mice with Cre_Del_GT_07 mice from the Norwegian Transgenic Center (NTS, Oslo, Norway).

For Ythdf2 genotyping, ear-clip samples were lysed in alkaline lysis reagent (25 mM NaOH, 0.2 mM EDTA, pH 12) at 95 °C for 30 min, followed by adding neutralization reagent (40 mM Tris-HCl, pH 5). PCR conditions for wild type and knockouts: 95 °C, 2 min, 1 cycle; 95 °C, 30s; 60 °C, 30s; 72 °C, 1 min; 35 cycles. The PCR products were described in Additional file 1: Figure S1b. Primers for genotyping were as follows: wild-type allele (WT), 5′-TACGGGTGAGGTGTCTTTTTCTT-3′, 5′-GAAAGAGAGGAAACGAGGAAG-3′; targeted allele (KO), 5′-GGCTCTCCCTTCCCGAGAT-3′, 5′-GCTTTTGTCCCTGACACTCG-3′.

### Antibodies

The following antibodies were used at the appropriate dilutions: mouse anti-Map2 (M4403, Sigma), rabbit anti-Gfap (Z0334, DAKO), mouse anti-Tuj1 (MAB1195, R&D Systems), rabbit anti-s100-β (ab52642, Abcam), rabbit anti-Dcx (ab18723, Abcam), rabbit anti-Tbr2 (ab23345, Abcam), rabbit anti-phospho-Histone H3 (PHH3; Ser10; 06–570, Millipore), mouse anti-Sox2 (ab79351, Abcam), mouse anti-Nestin (MAB353, Millipore), rabbit anti-Ythdf2 (RN123PW, MBL), mouse anti-anti-β-actin (A1978, Sigma).

### RT-qPCR analysis

The total RNA was isolated using TRIzol LS Reagent (Life Technologies, 10,296–010). Normally, 1 μg total RNA was used for reverse transcription using High-Capacity cDNA Reverse Transcription Kit (ThermoFisher, 4,368,814). The quantitative PCR reactions were carried out with Power SYBR Green PCR Master Mix (Life Technologies, 4,368,708) on a StepOnePlus™ Real-Time PCR System instrument (Applied Biosystems). Primers used in this study were as follows.

**Table:** 

**Primers**	
*Ddr2*	Forward, TTGGCCACCCAAACAATCCA Reverse, AGACCCCTCTGGTCACCAAC
*Mob3b*	Forward, GAAAGCGATCCTGACTTCCAG Reverse, GCTAGCAGCACTTAGAGGGT
*Rnf135*	Forward, ACTGGGAAGTGGACACTAGG Reverse, CCAGGAGTCCATAGTCCTTCC
*Speg*	Forward, CTAGTGGTGCGGGCAAATCT Reverse, CCTGGTTAGCGGGAATTGGT
*Flrt2*	Forward, GACTGCCACATCCCCAACAA Reverse, CACCTTTCTAACGCTGGACCT
*Hlf*	Forward, CTGAAGGAGAACCAGATCGCA Reverse, TTCTTGCATTTGCCCAGCTC
*Nrp2*	Forward, CCCTTTGGAAACTGAATGCCA Reverse, GATCCCCTTCACAGCTGCAT
*Nrxn3*	Forward, ACGTATGGGCTCCATTTCCT Reverse, TTCTTGAGGCTTCCCGTGAG
*Ptprd*	Forward, TGAGCCATACAGGGCACTTG Reverse, GCCTCCTAAGTCAGGATTCTTGT
*Soat1*	Forward, GTGCAAGGGTGAGCCTATGT Reverse, GTGTGAGCAACTTGTACGGC
*Actin*	Forward, TTCTTTGCAGCTCCTTCGTT Reverse, ATGGAGGGGAATACAGCCC

### Western blotting

Total protein lysate was extracted with RIPA buffer (20 mM Tris-HCl, pH 7.4, 20% glycerol, 0.5% NP40, 1 mM MgCl_2_, 150 mM NaCl, 1 mM EDTA, 1 mM EGTA). Protein concentrations were measured using the Bradford Assay, and 50–100 μg protein extracts were subjected to SDS-PAGE. Then proteins were transferred to a nitrocellulose membrane, blocked with 5% non-fat milk and incubated with first antibodies for 1 h at room temperature. After incubation with secondary antibody against mouse (1:10,000) or rabbit (1: 10,000) for 1 h at room temperature, the membrane was visualized with an ECL Western Blotting Detection Kit (32,106, Thermo).

### Immunohistochemistry and immunofluorescence

For immunohistochemistry, embryonic brain tissues were dissected in cold PBS and fixed in 4% PFA at 4 °C for 48 h. Slides (4 μm thick) were sectioned by microtome (HM355s, Thermo Scientific) and deparaffinized and cleared in Clear-Rite™ 3 (6901TS, Thermo) followed by rehydration in an EtOH gradient. After antigen retrieval in citrate buffer (pH 6.4), the slides were blocked with blocking buffer (5% goat gut, 5% BSA, 0.1% tween-20, 0.5% Triton X-100) for 1 h, and incubated with primary antibodies overnight at 4 °C. Secondary antibodies were applied at room temperature for 1 h. For immunofluorescence, cultured cells were fixed with 4% paraformaldehyde (PFA), permeabilized with 0.1% Triton X-100, and stained with primary antibodies and secondary antibodies. Nuclei were visualized with mounting medium with DAPI (BioNordika, H-1200). Images were taken with a Leica SP8 confocal microscope equipped with a ×40 oil immersion lens.

### H&E staining

Tissue slides were stained in haematoxylin (Richard-Allen Scientific, 12,687,756) and eosin (Nerliens Meszansky, 161,170) after dehydration and rehydration, followed by differentiation in acetic acid in 100% ethanol at 1:50,000 dilution for 5 s. Then, the sections were dehydrated in ascending series of ethanol, treated with xylene, and coverslipped using Cytoseal XYL xylene-based mounting medium (8312–4, Thermo). Images were taken with a Zeiss AxioPlan 2 microscope system.

### TUNEL assay

Cells were grown on coverslips, fixed on ice with 4% PFA for 10 min, and permeabilized with 0.2% Triton X-100 in PBS-Tween for 30 min on ice. After incubating in 3% H_2_O_2_ in PBS for 10 min, slides were rinsed twice with PBST. Slides were incubated with 50 μl TUNEL reaction mixture for 60 min at 37 °C. Nuclei were visualized with mounting medium with DAPI (BioNordika, H-1200). Images were taken with a Leica SP8 confocal microscope equipped with a × 40 oil immersion lens.

### Neurosphere proliferation and differentiation

Neurospheres derived from E14.5 embryonic fore brains were cultured with DMEM/F12 (GIBCO) supplemented with 20 ng/ml EGF (R&D Systems, 236-EG-200), 10 ng/ml bFGF (R&D Systems, 234-FSE 025), N2 supplement (Life, 17,502–048), and B27 supplement without vitamin A (Thermo, 12,587,010). Under the proliferating condition, cells were grow as free-floating neurospheres. For secondary neurosphere formation, cells in primary neurospheres were trypsinized with TrypLE™ Express Enzyme (Gibco, 12,604,021) combined with DNaseI (Thermo, 18,047,019), dissociated mechanically by pipetting onto a six-well plate at 5 × 10^5^ cells per well. For the neurosphere differentiation assay, a set of neurospheres were trypsinized to obtain a suspension of dissociated cells. These cells were then plated in tissue culture plates pre-coated with poly-L-lysine (Sigma, P6516). Cells were cultured in differentiation medium (minus EGF and bFGF) and collected at different time points.

### Proliferation assay

Dissociated single NSPCs were seeded at a density of 1.0 × 10^4^ per well in 96-well plates. The proliferation rates were measured at 24, 72, and 120 h with PrestoBlue Cell Viability reagent (A13262, ThermoFisher Scientific) as instructed.

### Ythdf2 RIP

Ythdf2 RIP was carried out with a modified procedure [46]. Briefly, 1 × 10^7^ collected NSPCs were lysed in NETN buffer (20 mM Tris-Cl, pH 8.0; 100 mM NaCl, 1 mM EDTA, 0.5% NP-40, freshly added protease inhibitor cocktail and RNasin) for 20 min on ice. After centrifugation, the supernatant containing the RNA–protein complex was incubated with 5 μg Ythdf2 antibody (RN123PW, MBL) for 2 h at 4 °C. Then 30 μl Dynabeads G beads were added and rotated for 2 h, at 4 °C. Beads were collected with a magnetic stand and washed with NETN buffer four times. The RNA–protein complex was eluted by incubating with NETN buffer with 0.1% SDS and 30 μg proteinase K at 50 °C for 30 min. RNAs were further purified with RNA Clean and Concentrator-5 (Zymo).

### LC-MS/MS

Purified mRNA was digested by nuclease P1 (2 U, Wako) in 25 μl of buffer containing 10 mM of NH_4_OAc (pH 5.3) at 42 °C for 2 h, followed by the addition of NH_4_HCO_3_ (1 M, 3 μl, freshly made) and alkaline phosphatase (0.5 U). After an additional incubation at 37 °C for 2 h, the sample was diluted to 50 μl and filtered (0.22 μm pore size, 4 mm diameter, Millipore), and 5 μl of the solution was subjected to LC-MS/MS. Nucleosides were separated by reverse-phase ultra-performance liquid chromatography on a C18 column with on-line mass spectrometry detection using an Agilent 6410 QQQ triple-quadrupole LC mass spectrometer in positive electrospray ionization mode. The nucleosides were quantified using the nucleoside to base ion mass transitions of 282 to 150 (m^6^A) and 268 to 136 (A). Quantification was performed in comparison with the standard curve obtained from pure nucleoside standards running on the same batch of samples. The ratio of m^6^A to A was calculated based on the calibrated concentrations.

### mRNA isolation and m^6^A-RIP

NSPCs (1 × 10^7^) dissociated from neurospheres were collected for total RNA isolation with Direct-zol RNA miniprep plus with TRI Reagent (Zymo research, R2073) and DNase I digestion following the manufacturer’s instructions. We applied 1 mg total RNA for further mRNA purification with a Dynabeads mRNA DIRECT™ purification kit (Thermo, 61,011) for two rounds. The mRNA quality was checked using a 2100 Bioanalyzer instrument with an Agilent RNA 6000 Nano kit (5067–1511).

RNA fragmentation (1 μg) was performed by sonication at 10 ng/μl in 100 μl RNase-free water with Bioruptor Pico (Diagenode) with 30 cycles of 30 s on followed by 30 s off; 5% of the fragmented RNA was saved as input. m^6^A IP was performed with an EpiMark® *N*^*6*^-Methyladenosine Enrichment Kit (NEB, E1610S) following the kit manual adapted for the KingFisher™ Duo Prime Purification System. In detail, 1 μl N6-methyladenosine antibody from the kit and 25 μl Protein G beads (NEB #S1430) were used for each affinity pull down. After incubating with RNA, the beads were washed with 200 μl low salt reaction buffer twice, and then 200 μl high salt reaction buffer twice. RNA that was pulled down (IP) was eluted with 50 μl RLT buffer twice, and recovered by RNA Clean and Concentrator-5 (Zymo). Both input and IP were subjected to RNA library preparation with Truseq Stranded mRNA Library Prep Kit with the RFP incubation step shorten from 8 min to 20 s. Sequencing was carried out on Illumina HiSeq 4000 according to the manufacturer’s instructions.

### Sequencing data analysis

The sequencing data were mapped to mouse genome version mm10 downloaded from UCSC. Data analysis was carried out as previously described. Briefly, reads were aligned to mm10 using TopHat v2.0.142. For input analysis (RNA-seq), RPKM were calculated by Cuffnorm3. 

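Each of the 6 input libraries has a deposited gene table with the columns of an RSEM output, with expected counts, TPM and FPKM for the same genes as the raw counts. The expected counts of the wild-type libraries summed to 245042, 259811 and 264337, and those of the *Ythdf2*-/- libraries to 234725, 272646 and 260758. These totals are 1.97% to 2.40% of the raw counts of the same libraries. Of the expected counts, 88.8% were whole numbers. The share was not alike for all genes. Among the 9134 genes with at least 1000 raw reads over the 6 libraries, the expected count was at the median 0.169% of the raw count, and the 5th and 95th percentiles were 0.0234% and 7.72%. *Ythdf2* was listed at 0 in 5 libraries and at 1 expected count in *Ythdf2*-/- replicate 3. *Slc7a11* alone took 5.43% to 8.96% of a library's expected counts. Across genes, the mean FPKM and the RPKM computed from the raw counts had a Spearman rho of 0.652, as a description across genes, which are not independent replicates. The median share was 1.41% for the 781 genes that share at least 100 bp of exon sequence with a gene on the opposite strand, and 0.153% for the 8017 genes that share none.

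**Figure D4:**
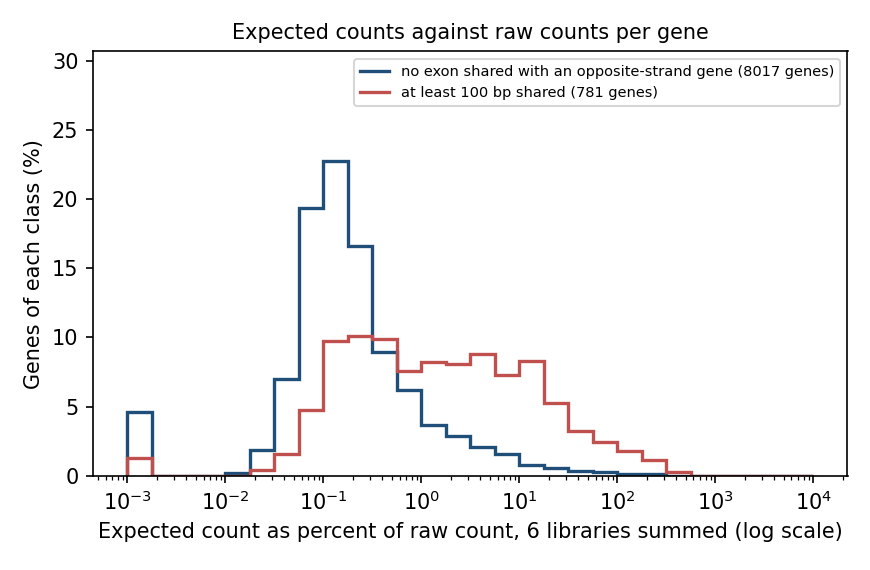
Distribution over genes of the expected count as a percent of the raw count, summed over the 6 libraries, on a log scale, for genes with at least 1000 raw reads. Red, the 781 genes that share at least 100 bp of exon with an opposite-strand gene; blue, the 8017 genes that share none, with genes at 0 drawn at the left edge. The red curve lies to the right of the blue one.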

For m^6^A peak calling, the longest isoform was used if multiple isoforms were detected. Aligned reads were extended to 100 nucleotides (average fragment size) and converted from genome-based coordinates to isoform-based coordinates to eliminate interference from introns in peak calling. The longest isoform of each mouse gene was scanned using a 100-nucleotide sliding window with 10-nucleotide steps. To reduce bias from potentially inaccurate gene structure annotation and the arbitrary use of the longest isoform, windows with read counts less than 1/20 of the top window in both m^6^A IP and input samples were excluded. For each gene, the read count in each window was normalized by the median count of all windows of that gene. The window was called positive if FDR < 1% and log2(enrichment score) ≥ 1. Overlapping positive windows were merged. The following four numbers were calculated to obtain the enrichment score of each peak (or window): read count of the IP sample in the current peak/window (a); median read count of the IP sample in all 100-nucleotide windows on the current mRNA (b); read count of the input sample in the current peak/window (c); and median read count of the input sample in all 100-nucleotident windows on the current mRNA (d). The enrichment score of each window was calculated as (a × d)/(b × c). Common peaks shared in the triplicates of a sample were kept with the peak annotation from replicate 1.

For motif analysis, consensus motif was determined by using HOMER4. For GO analysis, differentially expressed genes or m^6^A-modified genes were uploaded to DAVID (http://david.abcc.ncifcrf.gov/). The GO terms were ranked and presented according to −log2(*P* value).

### mRNA life-time assay

Wild-type and *Ythdf2*^*−/−*^ neurospheres were trypsinized with TrypLE™ Express Enzyme (Thermo, 12,605,010). The dissociated cells were seeded into plates coated with PDL (Millipore, A-003-E) and laminin (R&D Systems, 3446–005-01). After 12-h culturing, cells were treated with 5 μg/ml actinomycin D (Sigma, A9415) for 2 and 4 h, while cells without treatment were used as 0 h. Cells were collected at designated time points and total RNA was extracted for reverse transcription and qPCR.

### Statistical analysis

All statistical analyses were performed with GraphPad Prism 5. Student’s *t*-test was adapted and data are shown as mean ± standard deviation. *P* value is used for significance.

## Additional file

Additional file 1: **Figures S1**–**S10.** This document contains additional supporting evidence for this study presented in the form of supplemental figures. (PDF 1160 kb)

# Supplementary material for: Ythdf2-mediated m6A mRNA clearance modulates neural development in mice
**Source:** Genome Biol. 2018 May 31;19:69. doi: 10.1186/s13059-018-1436-y

**Additional file 1**

**Ythdf2-mediated m<sup>6</sup>A mRNA clearance modulates neural development in mice**

Miaomiao Li<sup>1,2\*</sup>, Xu Zhao<sup>1,2\*#</sup>, Wei Wang<sup>3</sup>, Hailing Shi<sup>4,5</sup>, Qingfei Pan<sup>6</sup>, Zhike Lu<sup>4,5</sup>,  
Sonia Peña Perez<sup>1</sup>, Rajikala Suganthan<sup>1</sup>, Chuan He<sup>4,5,7</sup>, Magnar Bjørås<sup>1,3#</sup>, Arne  
Klungland<sup>1,2#</sup>

Oslo, Norway.
Sciences, University of Oslo, NO-0317 Oslo, Norway.
Molecular Medicine, Norwegian University of Science and Technology (NTNU),  
Trondheim, Norway.
Molecular Biology, and Institute for Biophysical Dynamics, The University of Chicago,  
929 East 57<sup>th</sup> Street, Chicago, Illinois 60637, USA.
Tennessee 38105, USA.

*\*-These authors contributed equally*

() and Arne Klungland ()*

33 **Legends for Supplementary Figures S1-S10**

34

35 Figure S1. *Ythdf2*<sup>-/-</sup> mouse displays malfunctioned eyes. **a** Temporal quantification of  
36 *Ythdf2* mRNA levels by quantitative RT-PCR using beta actin mRNA as internal  
37 control. Error bars, mean ± s.d., n = 3 technical replicates, \*P < 0.05, \*\*P < 0.01, \*\*\*P  
38 < 0.001, Student's t-test. Scale bars, 20µm. **b** Frontal view and side view of eyes from  
39 *wild type* and *Ythdf2*<sup>+/-</sup> mice.

40

41 Figure S2. *Ythdf2*<sup>-/-</sup> NSPCs have defects in growth and differentiation. **a** The  
42 morphology of neurospheres which are cultured 3 days after passage. Scale bar  
43 indicates of 125 µm. **b** Diameters of the neurospheres. n > 500 colonies from 3  
44 biological repeats. **c** Immunostaining of Tuj1<sup>+</sup> and S100-β<sup>+</sup> cells differentiated from  
45 E14.5 neurospheres at D3 and 5. Nuclei were counterstained with DAPI. Scale bar  
46 indicates of 125 µm. **d** Percentages of differentiated Tuj1 and S100-β positive cells  
47 from (C). n = 3 biological repeats. **e** Representative staining of apoptotic cells detected  
48 by TUNEL assay. Nuclei were counterstained with DAPI. Scale bar indicates of 80 µm.  
49 **f** Percentage of TUNEL positive cells from (E). n = 3 biological repeats. Error bars,  
50 mean ± s.d. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, Student's t-test.

51

52 Figure S3. *Ythdf2*<sup>-/-</sup> neurons have abnormal neurite outgrowth and are sensitive to  
53 arsenite treatment. **a** Immunostaining of neurons (Map2<sup>+</sup>) with or without arsenite  
54 treatment. Differentiated neurons are treated with 5 µM arsenite for 24h, followed by  
55 24h recovery in fresh medium. Nuclei were counterstained with DAPI. Scale bar  
56 indicates of 80 µm. **b** Mean length of the longest neurite of neurons. n = 2 biological  
57 repeats and 2 technical repeats, 20 cells for each repeat. **c** Percentage of neurons with

58 different numbers of neurites. Error bars, mean  $\pm$  s.d., n = 2 biological repeats and 2  
59 technical repeats, 20 cells for each repeat. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001,  
60 Student's t-test.

61  
62 Figure S4. DEG and GO analyses. **a** Scatter plot showing genes with increased or  
63 decreased expression levels. **b** Heat map showing expressions of significantly DEGs.  
64 The right panel showing GO terms enriched for up-regulated and down-regulated genes,  
65 respectively.

66  
67 Figure S5. m<sup>6</sup>A peaks in three biological repeats and motif analysis. **a** m<sup>6</sup>A peaks  
68 identified in three biological repeats of *wild type* and *Ythdf2*<sup>-/-</sup>. **b** Top three  
69 representative sequencing motifs in m<sup>6</sup>A peaks verified in *wild type* and *Ythdf2*<sup>-/-</sup> with  
70 HOMER database.

71  
72 Figure S6. Distributions of m<sup>6</sup>A peaks. **a** Pie charts showing distributions of m<sup>6</sup>A peaks  
73 in different regions of mRNA transcripts in *wild type* and *Ythdf2*<sup>-/-</sup>. **b** Venn diagram  
74 depicts overlaps of m<sup>6</sup>A peaks in three biological repeats.

75  
76 Figure S7. GO analysis of significantly differentiated m<sup>6</sup>A peaks. **a** Top 10 biological  
77 pathway GO terms enriched for genes with significantly up-regulated m<sup>6</sup>A peaks. **b**  
78 Top 10 biological pathway GO terms enriched for genes with significantly down-  
79 regulated m<sup>6</sup>A peaks. **c** The m<sup>6</sup>A heat map showing distribution of m<sup>6</sup>A sites in 5'UTR,  
80 start codon, CDS, stop codon and 3'UTR in *wild type* and *Ythdf2*<sup>-/-</sup>. Blue lines represent  
81 m<sup>6</sup>A sites. Each horizontal line represents one gene. The DEG heat map showing  
82 expressions of consistent genes from m<sup>6</sup>A heat map in *wild type* and *Ythdf2*<sup>-/-</sup>.

83

84 Figure S8. Profiles of m<sup>6</sup>A peaks in Ythdf2 candidate targets. Representative m<sup>6</sup>A  
85 peaks along candidate transcripts. Enrichment coverage of m<sup>6</sup>A and Input were  
86 displayed as red and blue, respectively. Grey lines define CDS borders.

87

88 Figure S9. Validation of Ythdf2 antibody for immunoprecipitation. *Wild type* and  
89 *Ythdf2*<sup>-/-</sup> NSPCs were collected for protein immunoprecipitation (IP) with Ythdf2  
90 antibody. Rabbit IgG was used as negative IP control. The same amount of pulled-  
91 down proteins were applied for western blot verification with Ythdf2 antibody. Actin  
92 was used as loading control.

93

94 Figure S10. mRNA levels of candidate genes after transcription is inhibited. mRNA  
95 profiles of candidate genes at 0, 2 and 4hr time points after actinomycin D (5 µg/ml)  
96 treatment (h.p.t.) in *wild type* and *Ythdf2*<sup>-/-</sup>. Error bars, mean ± s.d., n = 2 biological  
97 repeats, \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001, Student's t-test.

Fig S1.

**a**

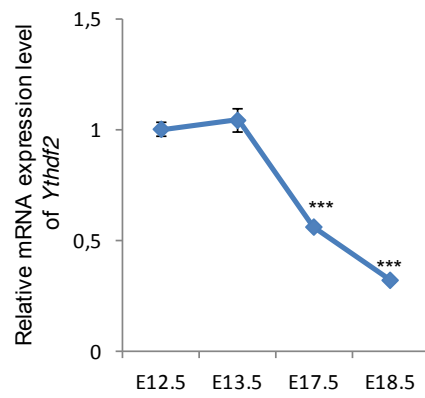

**b**

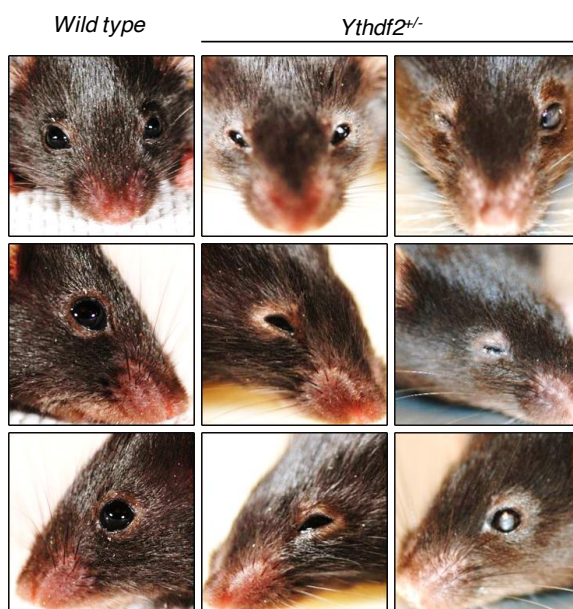

Fig S2.

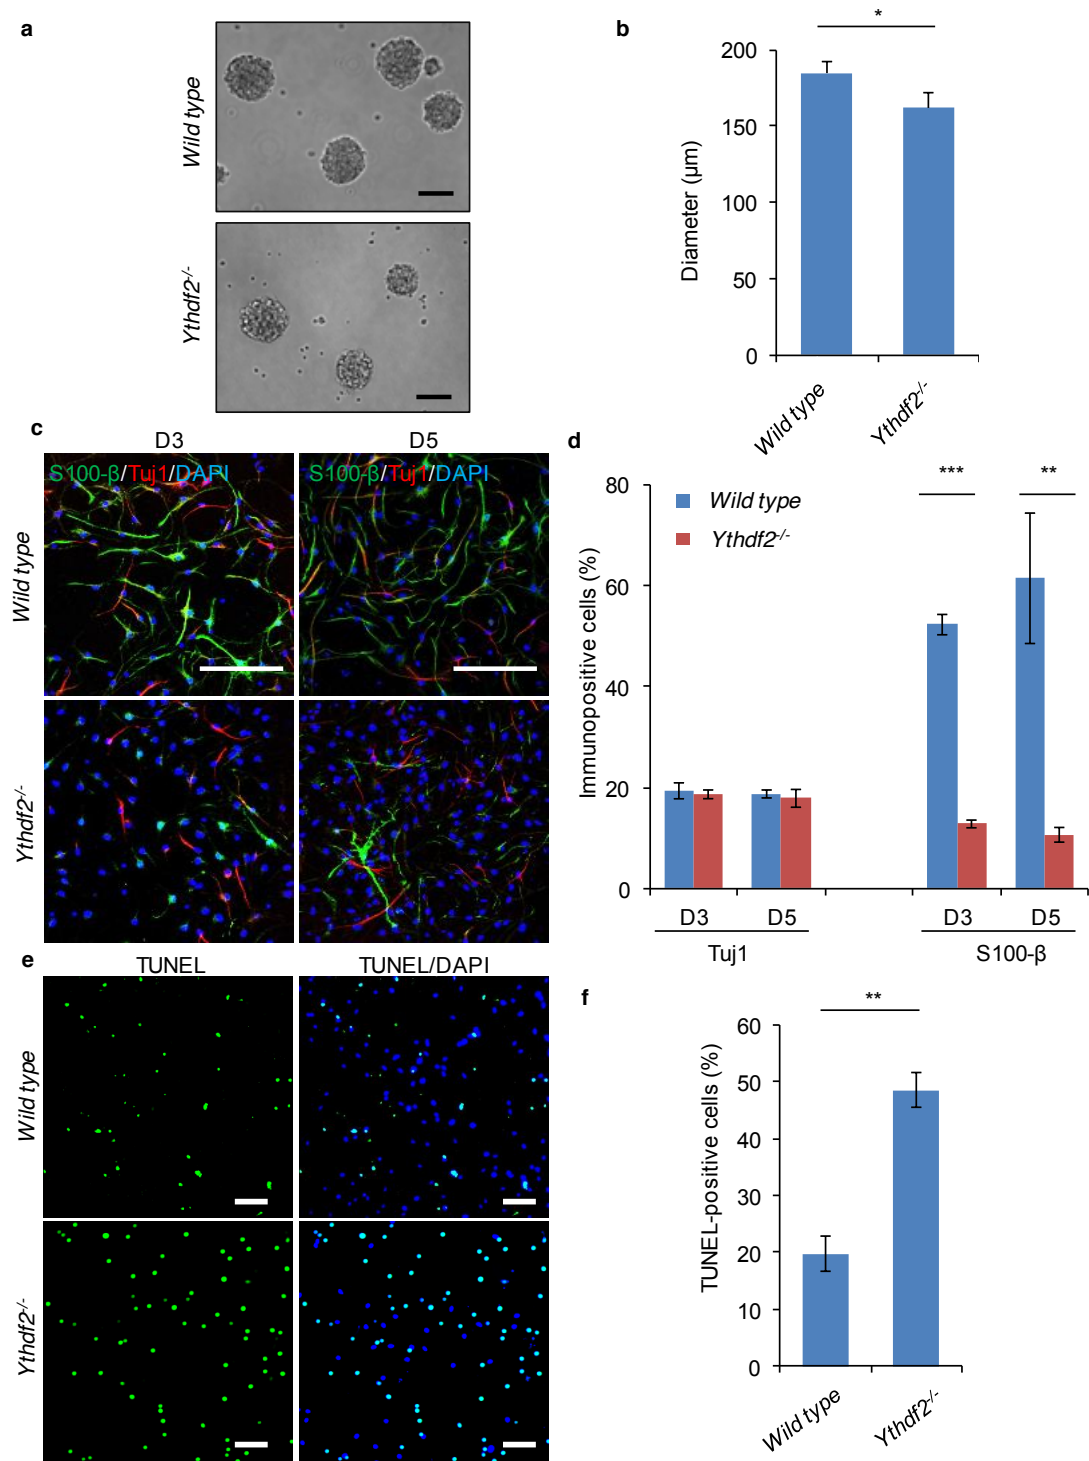

Fig S3.

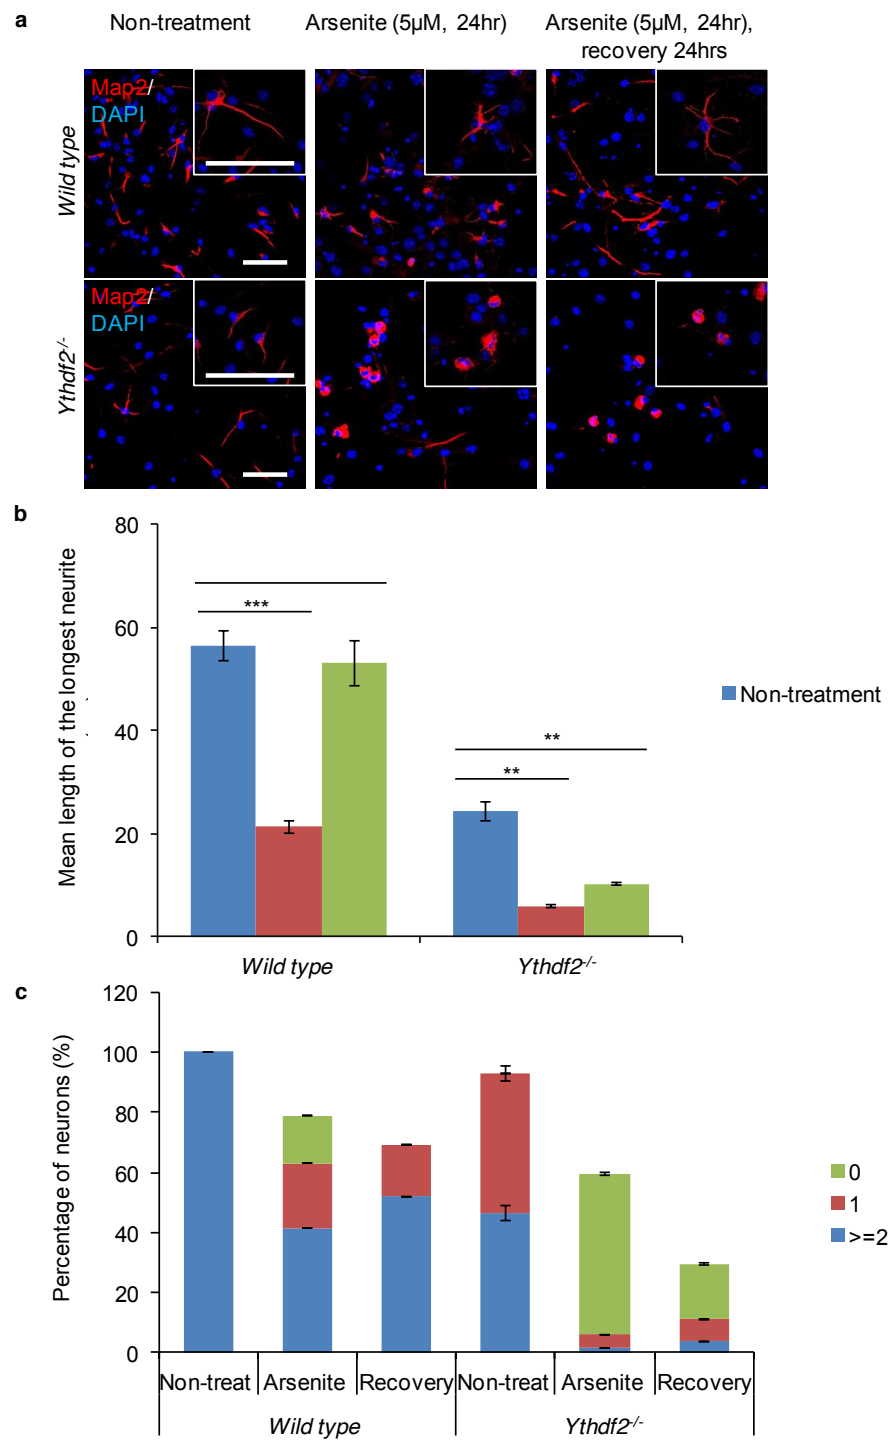

Fig S4.

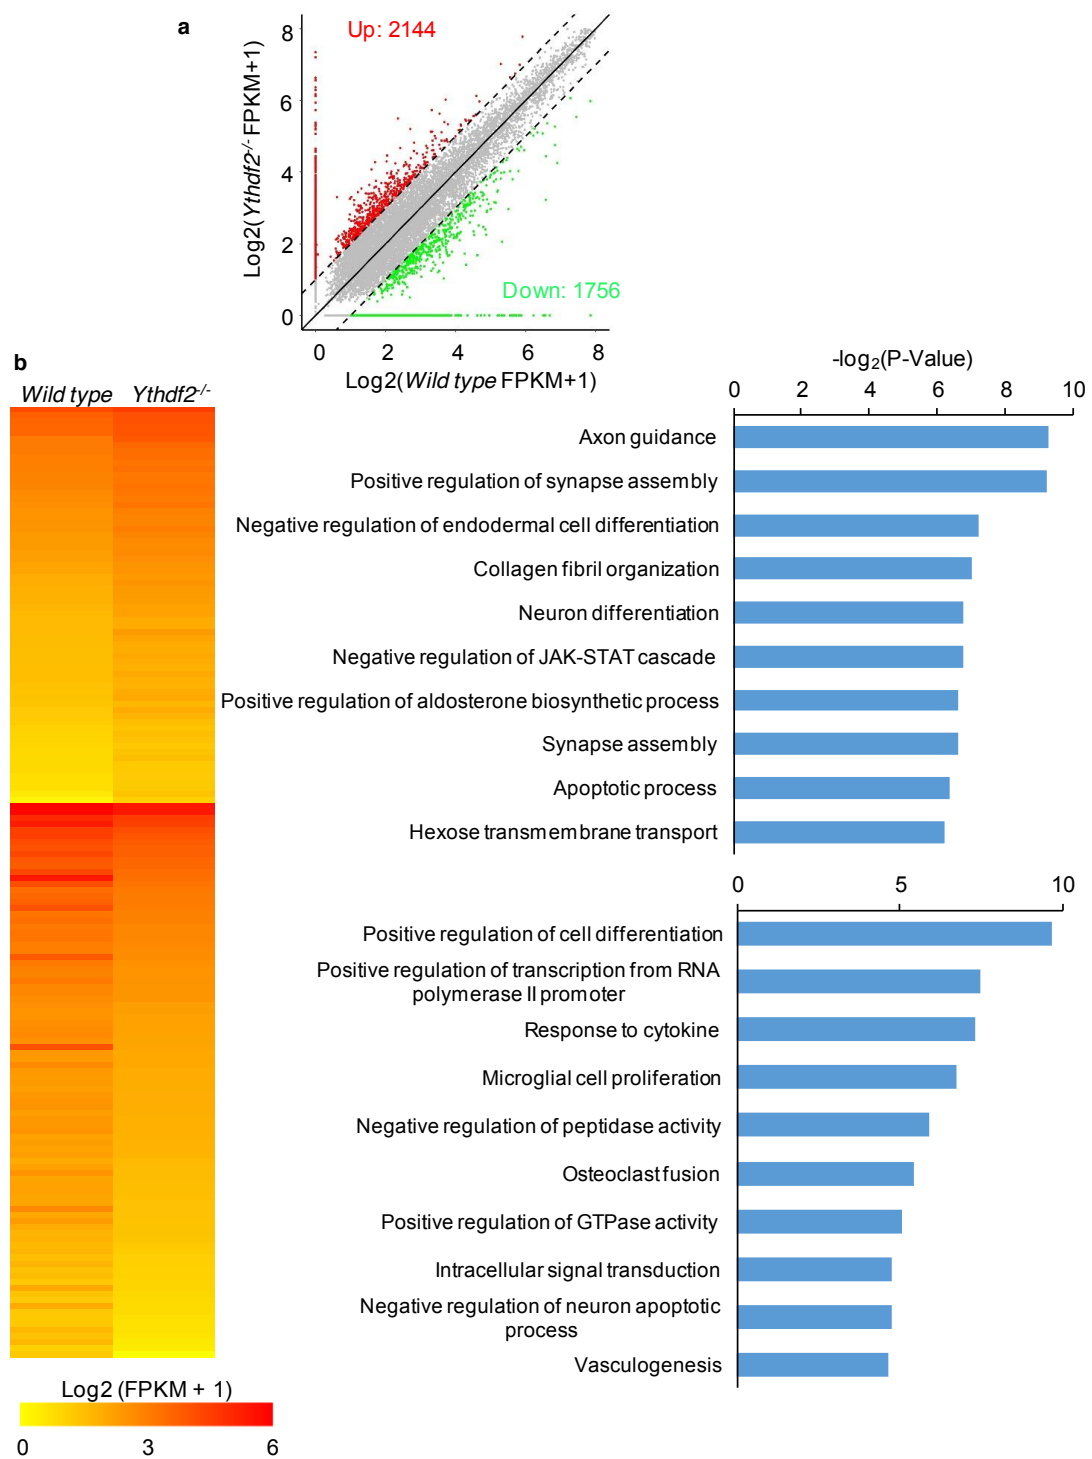

Fig S5.

a

| Samep1 vs Sampe2      | Sample1 |        |        |       | Sample2 |        |       |       |
|-----------------------|---------|--------|--------|-------|---------|--------|-------|-------|
|                       | Total   | Unique | Common |       | Common  | Unique | Total |       |
| KO.R1 vs R2           | 23301   | 3713   | 19588  | 84.1% | 19706   | 3158   | 22864 | 86.2% |
| KO.R1.R2.common vs R3 | 19588   | 1854   | 17734  | 90.5% | 17935   | 4590   | 22525 | 79.6% |
| WT vs KO              | 16626   | 1576   | 15050  | 90.5% | 14889   | 2845   | 17734 | 84.0% |
| WT.R1.R2.common vs R3 | 19467   | 2841   | 16626  | 85.4% | 16764   | 5294   | 22058 | 76.0% |
| WT.R1 vs R2           | 22635   | 3168   | 19467  | 86.0% | 19244   | 4016   | 23260 | 82.7% |

b

| Wild type             | Rank | Motif                                                                               | P-value | log P-pvalue | % of Targets | % of Background |
|-----------------------|------|-------------------------------------------------------------------------------------|---------|--------------|--------------|-----------------|
|                       | 1    | 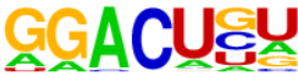   | 1e-471  | -1.085e+03   | 60.18%       | 42.23%          |
|                       | 2    | 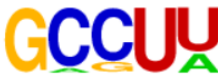  | 1e-96   | -2.224e+02   | 54.17%       | 46.08%          |
|                       | 3    | 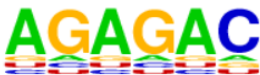 | 1e-36   | -8.379e+01   | 12.43%       | 9.43%           |
| Ythdf2 <sup>-/-</sup> | Rank | Motif                                                                               | P-value | log P-pvalue | % of Targets | % of Background |
|                       | 1    | 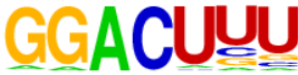 | 1e-475  | -1.094e+03   | 56.73%       | 39.35%          |
|                       | 2    | 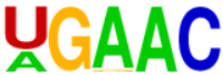 | 1e-215  | -4.955e+02   | 79.00%       | 68.46%          |
|                       | 3    | 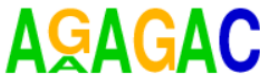 | 1e-59   | -1.374e+02   | 21.48%       | 16.74%          |

Fig S6.

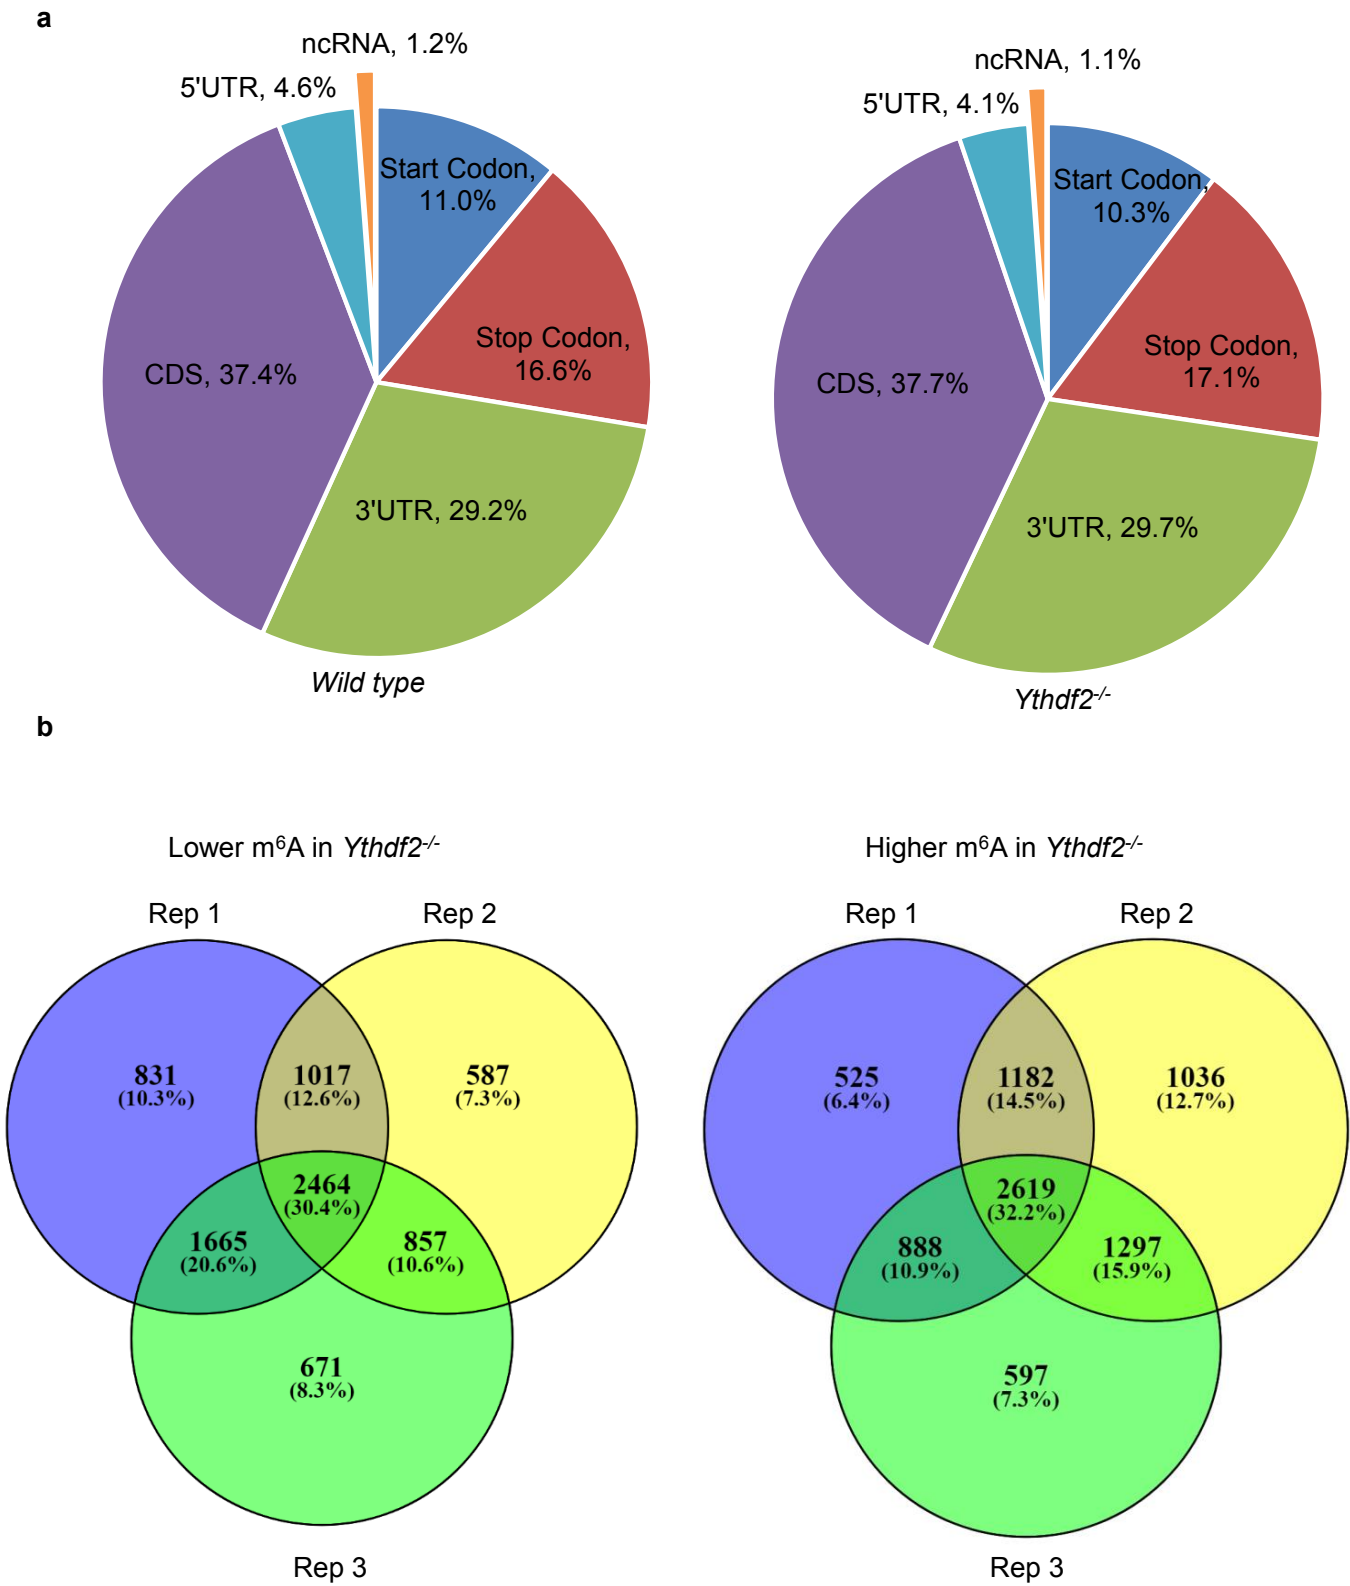

Fig S7.

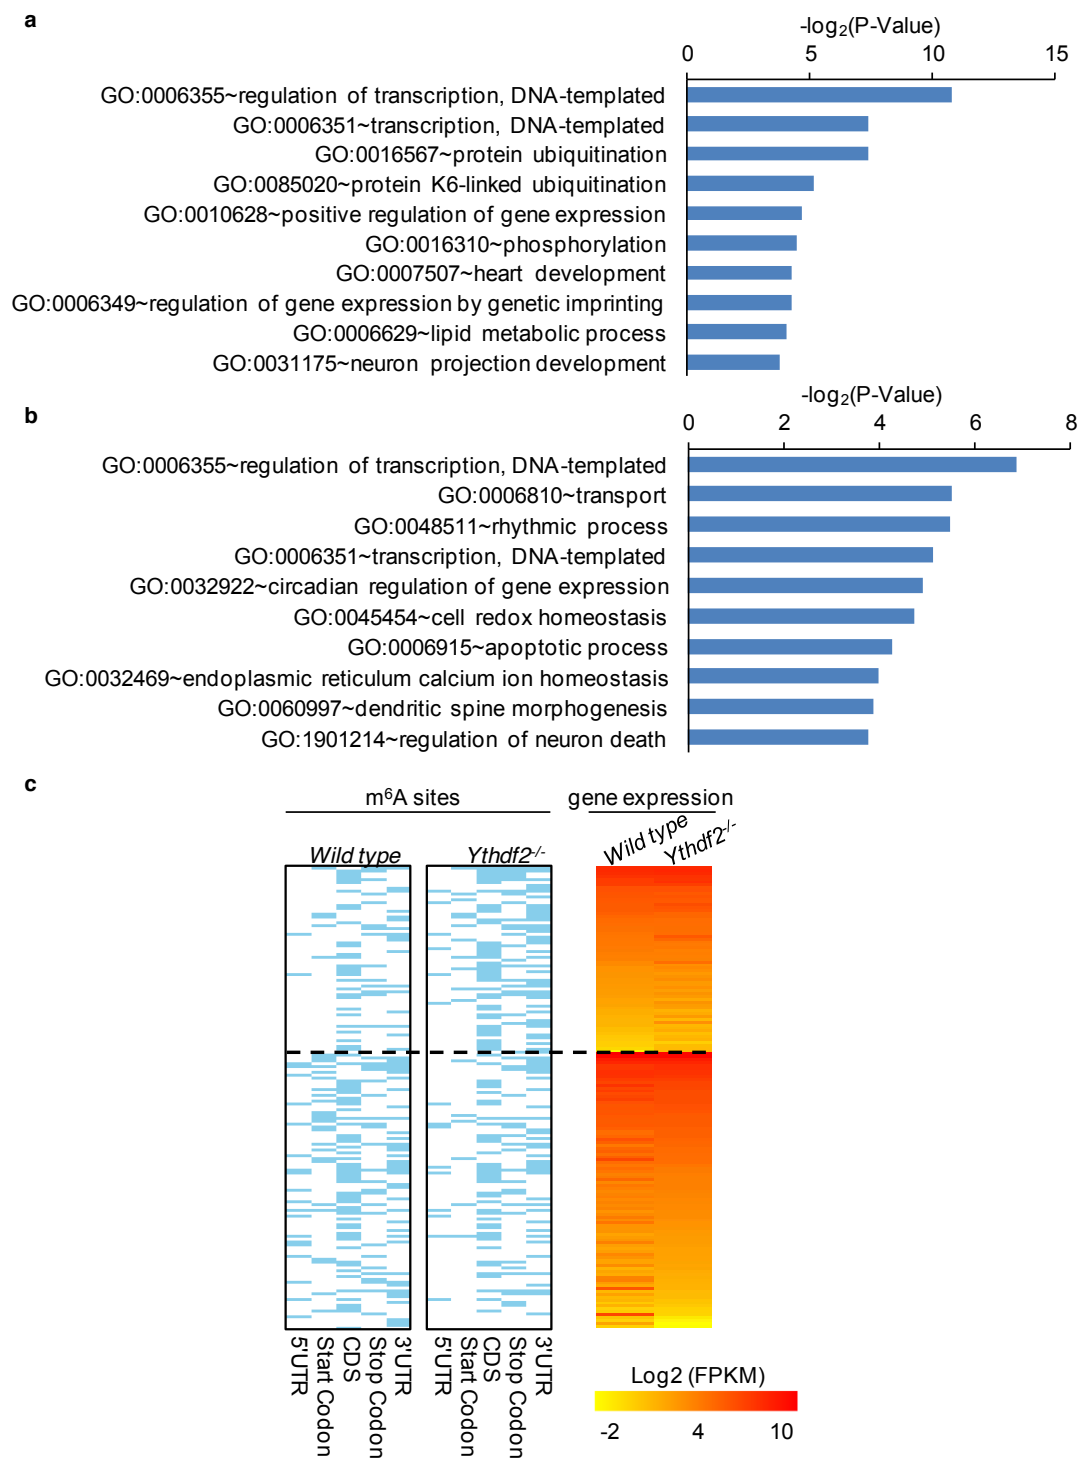

Fig S8.

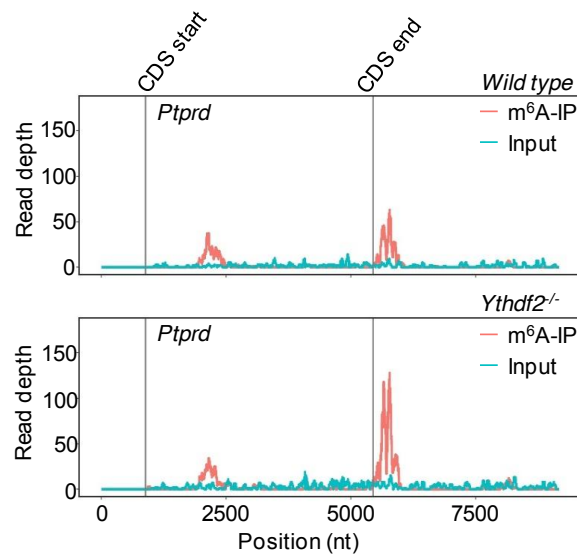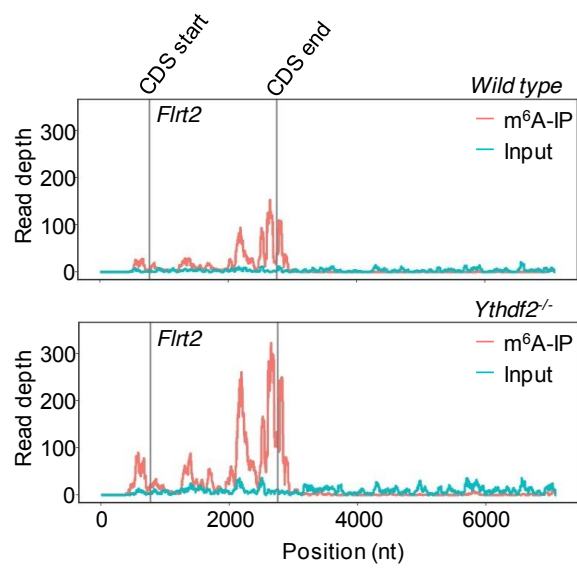

Fig S9.

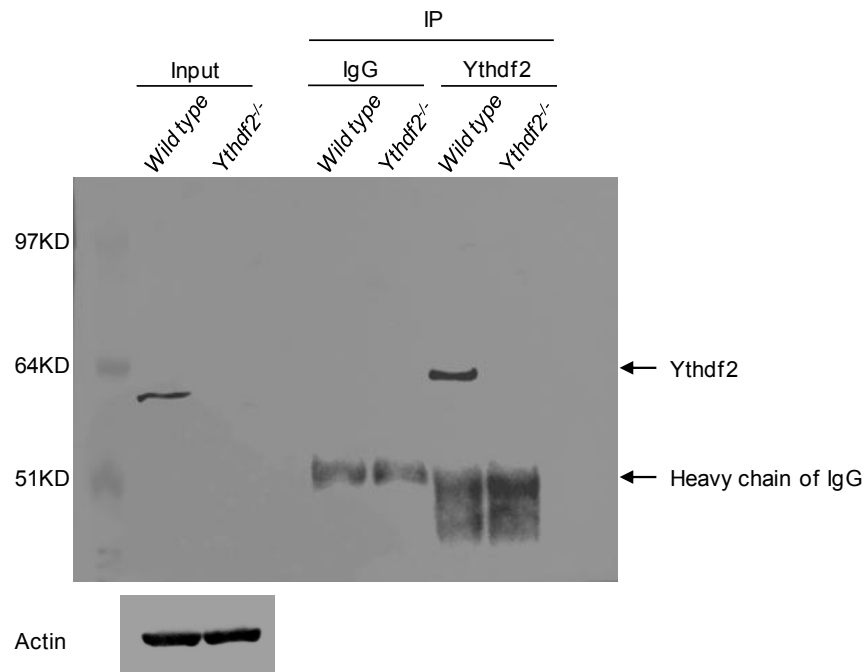

Fig S10.

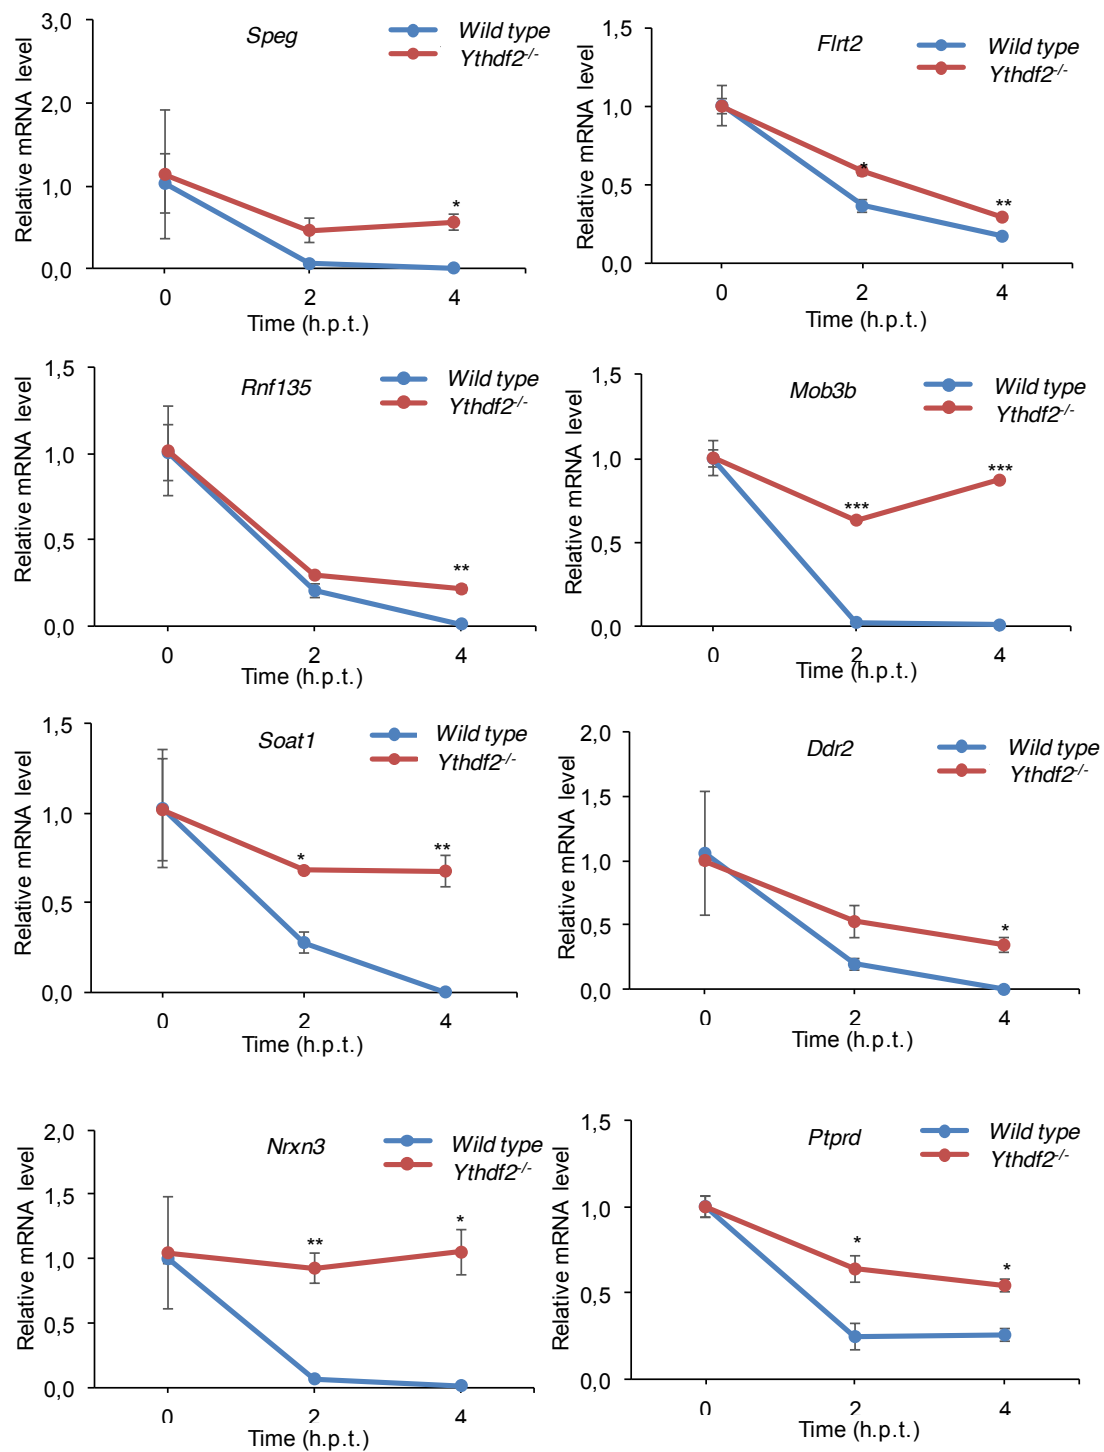

**Supplement:** Supplementary file 1 — Figures S1–S10. This document contains additional supporting evidence for this study presented in the form of supplemental figures.

How the deposited data were processed for this re-analysis (not part of the article)

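RNA-seq input libraries of neurospheres from E14.5 forebrain were analysed, 3 wild-type and 3 *Ythdf2*-/-. Condition and replicate were taken from the sample labels, which name each library by genotype and number. The 6 m6A-IP samples of the same cultures were mapped but not analysed here, so nothing is reported on m6A sites, peaks or motifs in bound RNA. RT-qPCR, RIP, staining and life-time assays were not analysed here.

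The authors fragmented purified mRNA, prepared libraries with a strand-specific kit, aligned the reads to mm10 with TopHat and deposited raw counts, whole numbers of reads per gene, without normalization. The counting program, its strand setting and its treatment of reads that map to several genes are not named in the paper's text. The authors also deposited, for each library, expected counts, TPM and FPKM in a table with the columns of an RSEM output, while the methods describe RPKM from Cuffnorm. The expected counts summed to about 2% of the raw counts, so the FPKM and TPM values rest on far fewer reads. Zero values in these tables are reported as listed at 0.

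From the raw counts, 13112 genes that passed edgeR's filterByExpr were tested with edgeR 4.0.16 (TMM, glmQLFit with the robust option, glmQLFTest) in R 4.3.3, with genotype as the only term and Benjamini-Hochberg adjustment. DESeq2 1.42.0 and limma-voom (limma 3.58.1) were alternatives. Log2 CPM for gene lists and principal components used a prior count of 2, and the principal components used the 2000 most variable genes. From the FPKM values, genes were counted when log2(mean FPKM + 1) differed by at least 1, and were tested with limma (eBayes with trend) on log2(FPKM + 1) at an unadjusted p under 0.05 and a fold change over 1.5. The FPKM and RPKM fold changes are on the log2(value + 1) scale, which understates the change of low genes. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

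The libraries held 11029827 to 13185778 counted reads, and 12952 to 13178 genes per library had at least 10. On counts simulated from these libraries, edgeR's test recovered 98.5% of 200 genes changed 4-fold at a biological coefficient of variation of 0.15 and 89.5% at 0.33, with 2.48% and 6.28% false calls, out of 13112 genes. DESeq2 recovered 98.0% and 89.5%, with 6.22% and 10.9% false calls. Limma on simulated FPKM values at the depth of the expected counts recovered 86.0% and 77.0%, and 74.2% and 79.8% of its calls were false. The simulations gave every gene the same coefficient of variation and held no library apart from the rest, as wild-type replicate 3 is here. Changes smaller than 4-fold were not simulated. These shares therefore do not give the recovery in the real libraries, and they do not show that few genes changed. With 3 libraries against 3, an exact permutation test of 1 gene cannot go below 0.1.

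Gene lists were written by hand before the data were examined and tested with camera at an inter-gene correlation of 0.01 and with fry. They cover axon guidance ligand and receptor families, synaptic adhesion families, neuronal, astroglial, oligodendrocyte lineage and neural progenitor markers, apoptosis effectors, classical JAK-STAT inhibitors, proliferation genes, and microglia and macrophage, endothelial and mesenchymal markers. Lists were also set against 10000 random lists matched on mean expression within 100 ranks. Single genes named in the text were fixed by a rule in the same way: the targeted gene, the genes the study names, *Actb*, the m6A machinery and sex-linked genes, the 5 largest changes in each direction past an adjusted p of 0.05, and up to 3 of the most highly expressed members of a list. Some list members are not reported here by name. Since 0 genes passed that threshold (476 had an unadjusted p under 0.05), no gene was named for its change. *Mbp*, *Cpne7*, *Mpeg1*, *Cd14*, *Tsix* and *Slc7a11* were named after their values were seen.

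Gene positions were taken from the annotation of GRCm38.p6, the assembly also called mm10, for the 24293 genes placed on a chromosome. Transcript sequences for GC content and motif density came from GENCODE M21, and 12288 of the genes tested had one. Gene lengths were at hand for 13045 genes.

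In all, 48 alternatives were fixed before the data were examined and 9 were added afterwards. They cover the normalization, the filter, the pseudocount, the test, trends with gene length and GC content, the replicate number as a block, a term for the presence of reads on 4 Y-linked genes (a sum above 3) and leaving out each library. All 10 splits of the 6 libraries into 3 and 3 were refitted, and the 9 that do not follow the Y-linked reads were refitted with that term. The count tables give no reads per position, so nothing is reported on the deleted exon itself.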

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

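The comparison of sex-linked genes with genotype was planned. The fits with a term for Y-linked reads, their splits and the share of a split's genes on chromosome X or Y were chosen only after the result was seen.

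The paper's text does not give the sex of the embryos. Reads on 4 Y-linked genes (*Ddx3y*, *Uty*, *Kdm5d* and *Eif2s3y*), which the paper does not discuss, summed to 1111 in wild-type replicate 1, 1638 in wild-type replicate 2 and 2147 in *Ythdf2*-/- replicate 3. These sums lie far above the 3 counts that a count of 0 allows. The other 3 libraries had 1 (wild-type replicate 3), 0 (*Ythdf2*-/- replicate 1) and 1 (*Ythdf2*-/- replicate 2). *Xist*, the RNA of the inactive X chromosome, had 11438, 10205 and 40863 reads in wild-type replicates 1, 2 and 3 and 22515, 24927 and 702 in *Ythdf2*-/- replicates 1, 2 and 3. Wild-type replicates 1 and 2 thus held both signals, with *Xist* at 26.2% and 20.8% of its CPM in wild-type replicate 3. *Ythdf2*-/- replicate 3 also held both, but with *Xist* at 1.51% of that CPM. On the same scale *Ythdf2*-/- replicates 1 and 2 lay at 51.3% and 49.4%.

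Libraries with and without Y-linked reads occur in both genotypes, as the 2147 reads of *Ythdf2*-/- replicate 3 show, but unevenly, with 2 such libraries of 3 in wild type and 1 of 3 in *Ythdf2*-/-. On counts, 305 genes passed an unadjusted p under 0.05 and 1.5-fold. With the presence of Y-linked reads as a term beside genotype, 89.8% of them were still called. This fit cannot decide whether sex is their cause. The term codes wild-type replicates 1 and 2, with *Xist* at 26.2% and 20.8% of its CPM in wild-type replicate 3, like *Ythdf2*-/- replicate 3 at 1.51%. It also sets wild-type replicate 3 apart from the other wild-type libraries. Of the 305 genes, 7 (2.30%) lie on chromosome X or Y, against 3.55% of the genes tested.

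The split that follows the Y-linked reads (wild-type replicates 1 and 2 with *Ythdf2*-/- replicate 3 against the rest) gave 1173 genes past these thresholds, more than the 305 of the real split. Of the 1173 genes, 3.67% lie on chromosome X or Y. Sex and the pattern of wild-type replicate 3 cannot be told apart in this split, because that library is the one wild-type library without Y-linked reads. With the term, the comparison of genotypes gave 420 higher and 578 lower genes past the unadjusted thresholds, and 0 higher and 13 lower genes at an adjusted p under 0.05. The term also takes up the difference of wild-type replicate 3 from the other wild-type libraries, so the rise from 305 to 998 genes does not say how much is due to sex. In the 9 splits that do not follow the Y-linked reads, each refitted with the term, as many genes came from 1, the real one, at the unadjusted thresholds (34 to 526 in the other 8) and from 1, the real one, at the adjusted threshold (0 in the other 8). With 9 splits that share cannot fall under 0.05.

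Whether each library that held both signals came from 1 embryo or from several of both sexes was not analysed here. *Xist* overlaps *Tsix* on the opposite strand by 1959 bp, which limits its count where reads were not separated by strand. No biological explanation was tested for the sex of the samples.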

How the results depend on the processing

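Where a value changed with the processing, the cause was not tested, except that a fit without one library has fewer samples. The alternatives chosen after seeing the data are the sample quality weights, edgeR without the robust option, the GC trend, DESeq2 without wild-type replicate 3, the term for Y-linked reads, the deposited TPM, the RPKM from raw counts and limma on FPKM for the JAK-STAT genes outside Fig. 6.

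On the counts, edgeR's 0 up-regulated and 0 down-regulated genes at an adjusted p under 0.05 (116 and 189 at an unadjusted p under 0.05 and 1.5-fold) became 39 and 41 with DESeq2 (209 and 388 unadjusted). With upper quartile scaling, with no filter, with at least 10 counts in every library and with the gene length trend removed, 1 gene was down-regulated, which was *Ythdf2* each time. No filter gave 314 lower genes unadjusted. Across the 6 fits that each left out one library the adjusted count was 0 higher and 0 to 2 lower, and the unadjusted counts were 89 to 354 higher and 106 to 359 lower. The highest came without wild-type replicate 3 (2207 genes with an unadjusted p under 0.05 at any fold), where *Ythdf2* and *Cpne7* passed the adjusted threshold. That fit treats wild-type replicates 1 and 2, which are very alike, as independent. Sample quality weights gave 333 and 299 genes (599 and 560 unadjusted), and DESeq2 without wild-type replicate 3 gave 149 and 191 (417 and 369 unadjusted). With the presence of Y-linked reads as a term, 0 genes were higher and 13 lower (420 and 578 unadjusted), *Ythdf2* and *Gfap* among the 13. Library size scaling, limma-voom, the GC trend and edgeR without the robust option left the adjusted counts at 0 and 0, with 309, 273, 311 and 312 genes unadjusted. Under the scaling alternatives the share of higher genes stayed between 35.0% and 42.1%, against 38.0%.

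With the replicate number as a block, the adjusted counts were 0 and 0, and the unadjusted counts were 58 and 86 (54 and 91 with the gene length trend removed as well). The correlations of deviations from the group means were -0.25, -0.24 and -0.39 for same-numbered libraries, and -0.19 to 0.40 for the others. They gave no sign that the numbers pair the samples. The wild-type deviations are set mainly by wild-type replicate 3, so this check cannot exclude that same-numbered libraries share a litter or batch. On log2(FPKM + 1) the block gave 202 and 108 genes past 1.5-fold.

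The log2 fold change of *Ythdf2* was -2.66 in the main setting, with DESeq2, with upper quartile scaling and with at least 10 counts in every library, and -2.67 with the gene length trend removed. Under these 4 alternatives its adjusted p was under 0.05, as it was without wild-type replicate 3. It was -2.75 with the term for Y-linked reads (adjusted p = 0.0270 from edgeR), -2.61 with quality weights -2.54 with DESeq2 without wild-type replicate 3, and -2.78 to -2.54 across the fits that each left out one library.

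The 1597 and 1212 genes past 2-fold on FPKM became 3331 and 2577 with a pseudocount of 0.1, 162 and 78 when each same-numbered pair had to differ, 2690 and 2123 with the deposited TPM, and 29 and 180 with RPKM from the raw counts. Leaving out one library gave 1650 to 2287 and 1215 to 1735. The 270 and 140 genes past 1.5-fold became 0 and 2 with adjusted p and 177 and 91 over the pairs. RPKM from the raw counts gave 79 and 111, so that more genes were lower than higher. The fits that each left out 1 library gave 221 to 374 and 110 to 236. Without wild-type replicate 2 or 3 the lower count was 236 or 213. The few reads behind each FPKM value limit these counts.

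Of the gene lists, 4 passed with camera, 0 with fry (where 0 had an unadjusted p under 0.05 and the smallest was 0.0512), 2 with at least 10 counts in every library and 2 to 5 without one library, with 2 when wild-type replicate 3 was left out. Lists that changed direction when one library was left out had adjusted p from 1.84e-09 to 0.0202 (proliferation genes, lower without wild-type replicate 3), 0.00484 to 0.529 (neuronal), 2.24e-04 to 0.758 (astroglial), 0.0760 to 0.911 (axon guidance and apoptosis) and 0.3301 to 0.931 (progenitor). With at least 10 counts in every library, axon guidance (0.725) and progenitor markers (0.937) also changed direction, as did progenitor markers with the term for Y-linked reads (0.643). In other fits lists passed the threshold 8 times where they had not and lost it 14 times.

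Of the 10 candidates, 5 had an unadjusted p under 0.05, against 8 with DESeq2, 0 with limma on FPKM and 3 to 7 without one library. On FPKM the log2 differences of *Ddr2* (-0.40), *Mob3b* (-1.22), *Ptprd* (-0.29), *Lrrtm1* (-0.37) and *Soat1* (-1.84) changed direction. The reads behind these FPKM values are few, which limits what their direction shows. *Soat1* ran from -0.054 to 0.37 without one library and was -0.041 with the term for Y-linked reads. The candidates, the other JAK-STAT genes, *Ythdf1*, *Ythdf3* and *Actb* together passed the adjusted threshold 14 times in 8 genes, with DESeq2 or with alternatives chosen after seeing the data.

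For GGAC motif density camera gave p of 0.434, with DRACH motifs 0.951 and in the opposite direction, and 0.252 to 0.955 without one library.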

Differences from the paper's values

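The paper reports 2144 up-regulated and 1756 down-regulated DEGs. At an adjusted p under 0.05, edgeR's quasi-likelihood test on the raw counts gave 0 and 0 (116 and 189 at an unadjusted p under 0.05 and 1.5-fold). None of the alternatives set before the data were examined closed the gap for the count test, and the nearest was DESeq2 with 39 and 41 genes. Counting genes past 2-fold on the deposited FPKM values, the 1597 and 1212 genes were within 1.5 times of the paper's values. Among the alternatives set before the data were examined, median FPKM (2013 and 1341) and each fit without one library stayed within that range. A mean FPKM of at least 1 (1121 and 818) and the rule over the same-numbered pairs (162 and 78) left it in both directions, and a pseudocount of 0.1 left it for the higher genes (3331) but not for the lower (2577). On the deposited TPM values, an alternative chosen after seeing the values, the counts of 2690 and 2123 were also within 1.5 times of the paper's, while RPKM from the raw counts, chosen in the same way, gave 29 and 180.

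For the fold change over 1.5 with P under 0.05, the paper reports 151 up-regulated and 316 down-regulated genes, and limma on log2(FPKM + 1) gave 270 and 140. The paper names the two-sample test of its statistics section for the whole study, and that test on FPKM gave 286 and 122. Among the alternatives set before the data were examined, the higher count came within 1.5 times of the paper's with the replicate block (202), with 1.5-fold in each same-numbered pair (177) and without wild-type replicate 2 (221), and the lower count without wild-type replicate 2 (236) or 3 (213). A pseudocount of 0.1, a mean FPKM of at least 1, adjusted p, the two-sample test and the other fits that left out one library closed neither gap. RPKM from the raw counts, chosen after seeing the values, gave 79 higher and 111 lower genes.

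On the raw counts with the same thresholds, 116 genes were higher, within 1.5 times of the paper's 151, and 189 were lower, against the paper's 316. The higher count left that range without wild-type replicate 1 (89), 2 (99) or 3 (354), without *Ythdf2*-/- replicate 1 (90) and with the replicate block (58, or 54 with the gene length trend removed as well), and stayed within it under the other alternatives set before the data were examined. The lower count was within 1.5 times of the paper's with DESeq2 (388), with no filter (314), and without wild-type replicate 1 (248), 2 (215) or 3 (359) or *Ythdf2*-/- replicate 2 (239). It was not with upper quartile or library size scaling, at least 10 counts in every library, the gene length trend, the replicate block with or without that trend, limma-voom, or without *Ythdf2*-/- replicate 1 or 3. Of the alternatives chosen after seeing the values, DESeq2 without wild-type replicate 3 gave 417 higher genes, outside 1.5 times of the paper's, and 369 lower, within it. The sample quality weights (599 and 560) and the term for Y-linked reads (420 and 578) were outside in both directions, and the GC trend and edgeR without the robust option were within it for the higher genes and outside it for the lower.

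Fig. 6b shows the candidate genes at a higher level in *Ythdf2*-/- by RT-qPCR. In the RNA-seq counts *Soat1* had a log2 fold change of 0.11 with overlapping groups, and 0 of the 10 candidates passed an adjusted p under 0.05 over all genes (5 passed an unadjusted p under 0.05). DESeq2 called *Speg* and *Flrt2*. Of the alternatives chosen after seeing the values, DESeq2 without wild-type replicate 3 called *Ddr2*, *Flrt2* and *Ptprd*, and the sample quality weights called these 3 with *Mob3b*, *Speg* and *Nrxn3*. Of the other JAK-STAT genes, the former called *Lrrtm4* and the latter *Lrrtm1* and *Lrrtm4*. The paper associates the up-regulated genes with synapse assembly, axon guidance, apoptosis and neuron differentiation. The synaptic adhesion list went the same way, with a median log2 fold change of 0.06, 26 genes higher and 20 lower. Its adjusted p was 0.0142 by limma's camera, which did not hold under fry. The lists of axon guidance, neuronal and apoptosis genes had medians of -0.06, -0.21 and -0.05 on the log2 scale. Without wild-type replicate 3 the medians of axon guidance and neuronal genes were 0.26 and 0.16. The paper describes RPKM from Cuffnorm, and the values at hand are FPKM in tables with the columns of an RSEM output.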

Other observations

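The tests chosen only after the result was seen are the splits other than those for the adjusted count and the 1.5-fold count on FPKM (which were planned), the tests on wild-type replicate 3, the GC content trend, the term for Y-linked reads, the tests on the expected counts, the draws from them and the comparison of fold changes on FPKM and on raw counts.

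The 6 libraries can be split into 3 and 3 in 10 ways, so no share of splits can fall under 0.1. The real split gave 0 genes at an adjusted p under 0.05 (476 unadjusted), so that 10 of the 10 splits give as many by construction and the count decides nothing. Wild-type replicates 1 and 2 with *Ythdf2*-/- replicate 3 against the rest, which is the split by Y-linked reads described above, gave 3 adjusted genes and 1173 past the unadjusted thresholds. The 305 genes past the unadjusted thresholds on counts were matched or exceeded by 5 of the 10 splits, the real one included. For the genes past 1.5-fold on FPKM the number was 9 of 10, for those past 2-fold 8 of 10, for the 4 gene lists 7 of 10 and for the motif density 7 of 10. The 5 candidates with an unadjusted p under 0.05 were reached by 1 of the 10 splits, the real one, as their choice on these libraries would also give. The real split and the others cannot be told apart on this measure, because 10 splits are too few.

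Wild-type replicate 3 lies apart from the other 5 libraries. A swap with a *Ythdf2*-/- library is argued against by its *Ythdf2* level of 91.4 CPM, against 11.1 to 14.7 in the *Ythdf2*-/- libraries. Lower depth is argued against by its 16441 detected genes, and a gene length trend by a mean Spearman correlation with the other libraries of 0.903 after that trend was removed (0.8997 before). It has no Y-linked reads, but sex as the whole cause is argued against by *Ythdf2*-/- replicates 1 and 2, which have none either and lie at -7.85 and -6.04 on the first principal component, where it lies at 91.0. Against wild-type replicates 1 and 2, the proliferation genes were lower in it by a median log2 difference of -5.22, below every one of 10000 matched random lists. The oligodendrocyte lineage markers were higher by 2.86. A candidate explanation is that few cells were dividing in that culture, which could have come out otherwise for a list written beforehand. Whether the culture had also differentiated is open. The neuronal markers were higher by 0.76 and the astroglial markers by 0.51, both at the 99.89th percentile of the random lists, but the progenitor markers were higher as well, by 0.70. *Nes* had 2887 reads in this library against 8500 to 16367 in the others, and *Mbp*, chosen after its values were seen, had 6262 against 15 to 116. Since 1 library shows the pattern, no biological explanation tied to the genotype was tested.

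The study reports less proliferation of *Ythdf2*-/- NSPCs in vitro. Of the 31 proliferation genes, led by *Mki67*, *Top2a* and *Pcna*, 23 were higher in *Ythdf2*-/- (median log2 fold change 0.23, adjusted p = 0.00164 by limma's camera, not held under fry). Without wild-type replicate 3 the list was lower, with a median of -0.35 (adjusted p = 1.84e-09), and the alternatives with camera ran from 1.84e-09 to 0.0202. The fit without that library treats wild-type replicates 1 and 2, which are very alike, as independent, so its p-value may be too small.

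Cell types other than the neural lineage were looked for with marker lists. The 4 microglia and macrophage markers that could be tested, led by *Cd68*, *Mpeg1* and *Cd14*, were all lower in *Ythdf2*-/- (median log2 fold change -0.57, adjusted p = 0.00663 by limma's camera, 0.00132 to 0.194 across the alternatives with camera). The call was lost without wild-type replicate 3 (0.194), with at least 10 counts in every library (0.0629) and with the term for Y-linked reads (0.0512). Fewer microglia in *Ythdf2*-/- are argued against by 3 reads in all 3 wild-type libraries on 7 abundant microglial genes, too few for such cells to lower the list. *Mpeg1* had nearly as many expected counts as raw counts (29.0 of 31 in wild-type replicate 1), so its reads may lie on the other strand. The 12 mesenchymal markers, led by *Fbln2*, *Col5a2* and *Prrx1*, had a median of -0.07, with 5 higher and 7 lower. The direction by camera was nevertheless upward (adjusted p = 0.223), and without wild-type replicate 3 the median was 0.21 (adjusted p = 0.863). The 27 reads in the 3 *Ythdf2*-/- libraries on 6 abundant mesenchymal genes, against 29 in wild type, argue against more mesenchymal cells in *Ythdf2*-/-. One of these 12 genes is in another list and 1 was picked by the study. The 5 endothelial markers, led by *Plvap*, *Ramp2* and *Egfl7*, had a median of -0.32 (adjusted p = 0.178).

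The genes called at the unadjusted thresholds on counts changed little with sequence trends. After a trend with gene length was removed from each library, 88.5% of the 305 genes were still called, and after a trend with GC content 94.8%. Neither trend is thus the whole source of these calls.

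The expected counts were about 2% of the raw counts, with genes that overlap a gene on the opposite strand far above the rest, 9.23-fold at the median. A hypothesis is that these tables count reads on the strand opposite to the transcripts. Among 794 genes with a gene opposite and at least 100 reads predicted from it, the expected counts had a Spearman rho across genes of 0.398 with the predicted reads and of 5.32e-04 with the genes' own raw counts. *Tsix*, which lies opposite *Xist*, had 632, 592 and 2667 expected counts in wild-type replicates 1, 2 and 3 and 1275, 1399 and 53.0 in *Ythdf2*-/- replicates 1, 2 and 3, and 0 to 17 raw reads. A random part of all reads is argued against, since 94.5% of the genes lay outside the 95% binomial range of such a part, where 5% would. The strand setting of the tables stays unknown, and a mix of such reads with others cannot be excluded. If the reading is right, the FPKM and TPM values of those 794 genes do not mainly measure their own mRNA. Across all genes, mean FPKM and RPKM computed from the raw counts had a Spearman rho of 0.652, so this cannot be said of most genes.

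Draws from the expected counts with no difference between genotypes gave 1584 genes past 2-fold on average (1519 to 1649 in 100 draws), which is 56.4% of the 2809 observed. Sampling noise of few reads is thus not the whole source of that count. It does not follow that the remainder is due to genotype. By the same rule 8 of the 10 splits, the real one included, gave at least as many genes. The fold changes on FPKM and on raw counts had a Spearman rho of 0.114 across 11466 genes. None of the 10 candidates was among the 410 genes past 1.5-fold on FPKM, and *Rnf135* was listed at 0 in all 6 libraries.

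The m6A machinery genes other than *Ythdf2* changed little. The 11 genes had log2 fold changes from -0.18 to 0.23, with *Alkbh5* the highest, and 0 had an unadjusted p under 0.05. *Ythdf1* and *Ythdf3*, the other members of the Ythdf family, had 0.13 each (standard errors 0.110 and 0.119).

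Without m6A values, genes were ranked by the density of GGAC, a core of the m6A motif, in their transcripts. The 1229 genes in the top 10% had a median log2 fold change of 0.01 and the others of -0.01, with a camera p of 0.434 and a fry p of 0.527. The Spearman rho across 12288 genes was 0.0474. Transcripts rich in the motif were not detectably higher in *Ythdf2*-/- in these libraries.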
